# Differential Targeting of Gr-MDSCs, T Cells and Prostate Cancer Cells by Dactolisib and Dasatinib

**DOI:** 10.3390/ijms21072337

**Published:** 2020-03-27

**Authors:** Guoqiang Liu, Zhijian Jin, Xin Lu

**Keywords:** granulocytic myeloid-derived suppressor cells, immune checkpoint blockade, combination immunotherapy, castration-resistant prostate cancer, Dactolisib, Dasatinib, reverse phase protein array, PI3K/mTOR, Src, mitochondrial respiration

## Abstract

Granulocytic myeloid-derived suppressor cells (Gr-MDSCs) promote immune evasion and resistance to immunotherapeutics in a variety of malignancies. Our previous study showed that dual PI3K/mTOR inhibitor Dactolisib impaired the viability and immunosuppressive function of Gr-MDSCs, and significantly synergized with immune checkpoint blockade (ICB) antibodies targeting PD1 and CTLA4 to eradicate metastatic castration-resistant prostate cancer (CRPC) in a preclinical transgenic mouse model. On the contrary, tyrosine kinase inhibitor Dasatinib diminished tumor-infiltrating T lymphocytes and showed no synergic activity with ICB. The understanding of the distinct effects of Dactolisib and Dasatinib on Gr-MDSCs, T cells and prostate neoplastic cells is inadequate, limiting the clinical translation of the combination immunotherapy. To address this question, we applied Reverse Phase Protein Array (RPPA) to profile 297 proteins and protein phosphorylation sites of Gr-MDSCs, T cells and prostate cancer cells isolated from the CRPC model. We found cell type-specific protein expression patterns and highly selective targets by the two drugs, including preferential inhibition of phospho-4E-BP1 in Gr-MDSCs by Dactolisib and preferential suppression of phospho-Src and phospho-p38 MAPK in T cells. Furthermore, transcriptomic profiling of Gr-MDSCs treated with the two inhibitors revealed downregulation of mitochondrial respiration pathways by Dactolisib but not Dasatinib. Overall, these results provide important mechanistic insight into the efficacious combination of Dactolisib and ICB as well as the detrimental effect of Dasatinib on anti-tumor immunity.

## 1. Introduction

The microenvironment of solid tumors is comprised of a complex mixture of epithelial cells, stromal cells, endothelial cells and immune cells [1]. Among tumor-infiltrating immune cells, myeloid-derived suppressor cells (MDSCs) represent a cell type gaining tremendous interest in recent years. MDSCs are a heterogeneous population of immature myeloid cells with differentiation programs partially blocked in pathological conditions such as cancer [2]. MDSCs can be phenotypically divided into granulocytic (Gr-MDSCs, CD11b^+^ Ly6G^+^ Ly6C^low^ in mouse, CD11b^+^ CD14^−^ CD15^+^ CD66b^+^ in human) and monocytic (Mo-MDSCs, CD11b^+^ Ly6G^−^ Ly6C^high^ in mouse, CD11b^+^ CD14^+^ CD15^−^ HLA-DR^−/low^ in human) subpopulations [3]. Through inhibition of T cells, especially cytotoxic T lymphocytes (CTLs), MDSCs play important tumor-promoting roles and maintain a state of immunological anergy and tolerance [4,5]. MDSCs can suppress T cell activity through deprivation of nutrients, such as L-arginine and L-cysteine, and interference with T cell receptor function and downstream signal pathways via reactive oxygen species and reactive nitrogen species [6,7]. 

Immunosuppression by MDSCs may have profound implications in cancer immunotherapy. Among the immunotherapeutic modalities, immune checkpoint blockade (ICB) to reinvigorate CTLs using antibodies targeting CTLA4 or PD1/PD-L1 generates durable therapeutic responses in patients across a variety of cancer types [8,9]. However, some cancers such as metastatic castration-resistant prostate cancer (CRPC) show de novo resistance to ICB [10,11]. Prostate cancer (PCa) microenvironment is highly immunosuppressive and infiltrated with abundant MDSCs, especially Gr-MDSCs as the predominant population in both mouse models and clinical PCa [12,13,14,15], suggesting Gr-MDSCs as the major barrier to block the efficacy of ICB. 

Previously, we reported that, in the *PB-Cre^+^ Pten^L/L^ p53^L/L^ Smad4^L/L^ mTmG^L/+^ LSL-Luc^L/+^* (CPPSML) transgenic mouse model of metastatic CRPC, ICB therapy could be effectively improved through pharmacological targeting of Gr-MDSCs [16]. Specifically, while CRPC developed in the CPPSML model responded poorly to either the ICB antibody cocktail composed of anti-PD1 and anti-CTLA4 or the PI3K/mTOR dual inhibitor Dactolisib (as known as BEZ235), the combination of these agents elicited a strong synergistic effect on eradicating both the primary and metastatic CRPC [16]. Mechanistically, Dactolisib inhibited the viability and immunosuppressive activity of Gr-MDSCs through silencing the PI3K signaling and upregulation of interleukin-1 receptor antagonist while sparing the activity of CD4^+^ and CD8^+^ T cells, thus creating a tumor microenvironment permissive to the effect from ICB on unleashing CTLs. On the contrary, the tyrosine kinase inhibitor (TKi) Dasatinib was incapable of cooperating with ICB because of its potent activity to diminish tumor-infiltrating T cells [16], consistent with the reported Dasatinib inhibition of T cell receptor-mediated signal transduction and proliferation [17]. 

Despite this previous study, we have inadequate understanding of the differential effect of Dactolisib and Dasatinib on Gr-MDSCs, T cells and PCa cells at the protein levels. To address this, we isolated these cell types from the CPPSML model, applied a short in vitro treatment (2 h) with Dactolisib or Dasatinib, and subjected the cells to the targeted proteomic profiling with Reverse Phase Protein Array (RPPA). RPPA technology is a high-throughput dot-blot immunoassay to provide semi-quantitative measurement of total protein levels and post-translational modifications (PTMs) across a variety of signaling pathways involved in cancer and immunology [18]. In our study, the RPPA platform included 297 unique antibodies, which demonstrated distinct protein expression patterns for Gr-MDSCs, T cells and PCa cells. We found that each cell type displayed specific responses to Dactolisib and Dasatinib at the protein level, validated further by western blot. Furthermore, to examine the effect of the two drugs on the transcriptome of Gr-MDSCs, the 6 h treated cells were profiled by microarray, which revealed downregulation of mitochondria-related pathways by Dactolisib but not Dasatinib treatment. These results together provide critical insights into the disparate effects of these two drugs when used together with ICB in metastatic CRPC. 

## 2. Results

### 2.1. Distinct Protein Expression Pattern by PCa Cells, T Cells and Gr-MDSCs in a Mouse CRPC Model 

In the same procedure as we reported [16], we induced CRPC formation in CPPSML model by surgically castrating CPPSML males when prostate tumors reached 150 mm^3^ measured by magnetic resonance imaging, followed by feeding the mice with an enzalutamide-admixed diet for 4 weeks. At this stage, the mice were euthanized and the prostate tumors were dissected and digested for isolation of primary PCa cells using fluorescence-activated cell sorting (FACS) of GFP^+^ CD45^−^ cells, or isolation of tumor-infiltrating Gr-MDSCs using magnetic-activated cell sorting (MACS) of CD11b^+^ Ly6G^+^ Ly6C^low^ cells. From the same mice, total T cells were isolated from the spleen using MACS. PCa cells were cultured for 2–3 passages as adherent primary cells before inhibitor treatment, whereas Gr-MDSCs and T cells were treated immediately after isolation to maximize survival. Cells were treated with DMSO (control), Dactolisib or Dasatinib at various concentrations for 2 h before harvest for the RPPA workflow (Figure 1A, Supplementary Table S1). Unsupervised clustering of the log2 transformed RPPA signals of untreated or DMSO-treated cell samples (6 PCa cell samples, 6 Gr-MDSC samples, 4 T cell samples) grouped the cells in accurate concordance with their cell types (Figure 1B), indicating the distinct expression pattern of the three cell types. It is readily noticeable that T cells and Gr-MDSCs share more similarity in comparison with PCa cells, consistent with the fact that the former two cell types are both descendants of hematopoietic lineage, whereas PCa cells are of epithelial lineage. Differential expression analysis of PCa cells, T cells and Gr-MDSCs, shown in volcano plots, demonstrate interesting patterns (Figure 1C, Supplementary Table S2–S4). For example, Gr-MDSCs have a unique high level of P-cadherin over both T cells and PCa cells (Gr-MDSC/T = 16.6, Gr-MDSC/PCa = 8.89). T cells highly express Histone-H3 and Lck compared with Gr-MDSCs (T/Gr-MDSC for Histone-H3 = 3.04, T/Gr-MDSC for Lck = 2.68) and PCa cells (T/PCa for Histone-H3 = 7.76, T/PCa for Lck = 7.01). PCa cells have a higher abundance of a number of proteins and PTMs compared with Gr-MDSCs and T cells, such as E-cadherin, Connexin-43, ARID1A, eIF4G, HES1, phospho-Akt (Ser473), phospho-S6 (Ser235/236, Ser240/244), Phospho-NDRG1 (Thr346), phospho-YAP (Ser127), and TAZ (fold change > 5). Enrichment of phospho-Akt and phospho-S6 in PCa cells is consistent with the prostate-specific deletion of *Pten* in the CPPSML model. 

### 2.2. Differential Effect of Dactolisib and Dasatinib on Protein Phosphorylation in PCa Cells, T cells and Gr-MDSCs

To identify the treatment effect of Dactolisib and Dasatinib on specific proteins or PTMs in the three cell types, we generated supervised clustering trees of the normalized RPPA data of the control (untreated and DMSO-treated) and inhibitor-treated (Dactolisib or Dasatinib) samples. Dysregulated targets emerged in cell type-specific and inhibitor-specific manners. For Gr-MDSCs, among the 297 unique antibodies, only phospho-4E-BP1 (Thr37/46) was consistently decreased by Dactolisib, but it was unaffected by Dasatinib (Figure 2A), consistent with the biological effect of Dactolisib on inhibiting PI3K/mTOR signaling. In a similar manner, Ser235/236 and Ser240/244 phosphorylation of S6 in PCa cells were downregulated by Dactolisib but remained unchanged under Dasatinib treatment (Figure 2B). By contrast, phospho-Src (Tyr527) was only downregulated by Dasatinib in PCa cells (Figure 2B), corresponding to the activity of Dasatinib as a Src inhibitor [19]. For T cells, Dasatinib, but not Dactolisib, effectively downregulated phospho-Src (Tyr416 and Tyr527) and phospho-p38 MAPK (Thr180/182) (Figure 2C). Together, these results demonstrate that with a short time treatment (2 h), Dactolisib and Dasatinib attenuated specific signaling targets of the PI3K/mTOR or Src/MAPK pathway, respectively. It is interesting to note that the majority of the surveyed proteins and PTMs remained largely unchanged by the inhibitors in all three cell types.

### 2.3. Cell Type-Specific Downregulation of Phosphorylation Levels of S6, 4E-BP1, Src and p38 MAPK by Dactolisib and Dasatinib

In order to compare the dose-dependent effect of Dactolisib and Dasatinib on different cell types, we calculated the ratio of phosphorylated over total protein RPPA signal intensity for S6, 4E-BP1, Src and p38 MAPK (identified above as differentially regulated by the inhibitors) and plotted for each cell type at the tested concentrations (Figure 3). For each cell type, the ratio at different inhibitor concentrations was normalized to DMSO control (0 μM) for each cell type and expressed as percentages to help show the relative changes (Figure 3). 

For the ratio of phospho-S6 / total S6, Dactolisib dramatically decreased phosphorylation of Ser235/236 (100% at 0 μM, 10.5% at 0.1 μM) and Ser240/244 (100% at 0 μM, 20% at 0.1 μM) only in PCa cells, but not in T cells or Gr-MDSCs (Figure 3A). On the other hand, Dasatinib caused little effect on phospho-S6 in either cell type. The higher basal level of phospho-S6 and higher sensitivity to Dactolisib in PCa cells compared with T cells or Gr-MDSCs is consistent with the *Pten*-deficient status of PCa cells. 

For the ratio of phospho-4E-BP1 / total 4E-BP1, Dactolisib mildly repressed phosphorylation at Thr37/46 and Ser65 in all cell types (100% at 0 μM, >50% at 0.1 μM), except for Thr37/46 in Gr-MDSCs (100% at 0 μM, 16.6% at 0.1 μM, Figure 3B). Similar to the effect on phospho-S6, Dasatinib caused marginal effects on phospho-4E-BP1 (Thr37/46 or Ser65) in either type of cells.

For the phosphorylation of Src and p38 MAPK, we noticed that Dactolisib generated little effect on all three cell types (100% at 0 μM, >95% at 0.1 μM, Figure 3C). On the contrary, Dasatinib showed particularly strong inhibition on phosphorylation of Src and p38 MAPK in T cells: phospho-Src Tyr416 reduced from 100% to 31.5% at 0.1 µM, phospho-Src Tyr527 reduced from 100% to 14.2% at 0.1 µM, and phospho-p38 MAPK Thr180/182 reduced from 100% to 50% at 0.1 µM (Figure 3C). Effect of Dasatinib on phospho-Src Tyr416 and phospho-p38 MAPK Thr180/182 in PCa cells and Gr-MDSCs was moderate to minimal, but its effect on phospho-Src Tyr527 in PCa cells and Gr-MDSCs was substantial (reduced from 100% to 25.3% at 0.1 µM in PCa cells, and from 100% to 37% at 0.01 µM in Gr-MDSCs, Figure 3C). 

To corroborate the results from RPPA, we detected the dysregulated proteins and PTMs by western blot. Dactolisib strongly inhibited S6 phosphorylation at Ser235/236 and Ser240/244 in Gr-MDSCs and PCa cells (Figure 4A,B). S6 and phospho-S6 were barely detectable in T cells (Figure 4C). Dactolisib also suppressed 4E-BP1 phosphorylation at Thr37/46 and Ser65 in Gr-MDSCs and PCa cells (Figure 4A,B), yet 4E-BP1 phosphorylation in T cells was largely resistant to Dactolisib treatment. In contrast to Dactolisib, the effect of Dasatinib on phosphorylation of S6 or 4E-BP1 in all three cell types was much weaker or essentially absent (Figure 4A–C). However, Dasatinib (but not Dactolisib) inhibited p38 MAPK phosphorylation at Thr180/182, Src phosphorylation at both Tyr416 and Try527 and Lck phosphorylation at both Tyr394 and Tyr505, preferentially in T cells (Figure 4C). As an internal control, CD3ε remained unchanged in T cells by the drug treatments (Figure 4C). It is worth noting that the moderate inhibitory effect of Dasatinib on Src phosphorylation in Gr-MDSCs and PCa cells was only observed for Tyr527 but not Tyr416 (Figure 4A,B). Overall, these results validated the RPPA results and supported (1) the selective downregulation of phospho-S6 and phospho-4E-BP1 by Dactolisib in Gr-MDSCs and PCa cells, and (2) the preferential downregulation of phospho-Src and phospho-p38 MAPK by Dasatinib in T cells.

### 2.4. Dactolisib, but not Dasatinib, Elicited Substantial Transcriptomic Alteration of Gr-MDSCs and Downregulated Genes Associated with Mitochondrial Respiration

To provide a complementary view of the gene expression changes by Dactolisib and Dasatinib treatment in Gr-MDSCs, we treated CRPC-derived Gr-MDSCs with DMSO (*n* = 4), Dactolisib (0.1 μM, *n* = 2) or Dasatinib (0.1 μM, *n* = 2) for 6 h before purifying the mRNA for microarray profiling. 

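Gr-MDSCs are immature, neutrophil-like myeloid cells that restrain T cells. Granulocyte transcripts were abundant on every array: S100a8 and S100a9, the subunits of calprotectin, had log2 signals of 13.53 to 13.85 and 13.69 to 14.13. Csf3r, the G-CSF receptor, lay at 12.40 to 12.60 on 6 arrays and at 11.62 and 11.64 on Dasatinib 1 and DMSO 5. The deposited table holds log2 signals of 45101 probe sets on 8 arrays, from 4 DMSO, 2 Dactolisib and 2 Dasatinib samples. The array medians lay between 4.82 and 4.87, so no scaling was added. Array titles gave the treatment, because another label of the 2 Dasatinib arrays names Dactolisib. The submitters' notes name MAS5 for the signals, and the paper's methods name the oligo package.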

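The arrays fell into 3 sets that crossed the treatments: set A with Dactolisib 1, DMSO 2 and DMSO 4, set B with Dactolisib 2, Dasatinib 2 and DMSO 3, and set C with Dasatinib 1 and DMSO 5. Epithelial transcripts differed between the sets, which stay the same without 151 epithelial, fibroblast and endothelial marker genes. Krt8, a keratin of simple epithelia, had a log2 signal of 9.88 to 10.43 in set A, 8.09 to 8.33 in set B, and 13.31 and 13.37 in set C. Svs2 and Svs5, secreted proteins of the seminal vesicle, reached 13.09 and 13.11 on DMSO 5, and 12.12 and 8.70 on Dasatinib 1. On the other 6 arrays Svs2 was at most 2.29 and Svs5 at most 4.11. Each drug was compared with DMSO, and the drugs with each other, for 30024 probe sets, the upper 66.7% by mean signal, with limma without a block, as planned. After the sets were seen, the same comparisons were fitted with the array set as a block ("within array sets"), and each drug array was also compared with the DMSO arrays of its own set. A set without an array of the drug adds nothing to the difference, so within array sets Dactolisib is compared with DMSO 2, DMSO 3 and DMSO 4, and Dasatinib with DMSO 3 and DMSO 5. The number of arrays limits the precision. No source used here says that the replicates came from separate animals or cultures, so a p-value measures only the spread between these samples, which may be technical.

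**Figure D1:**
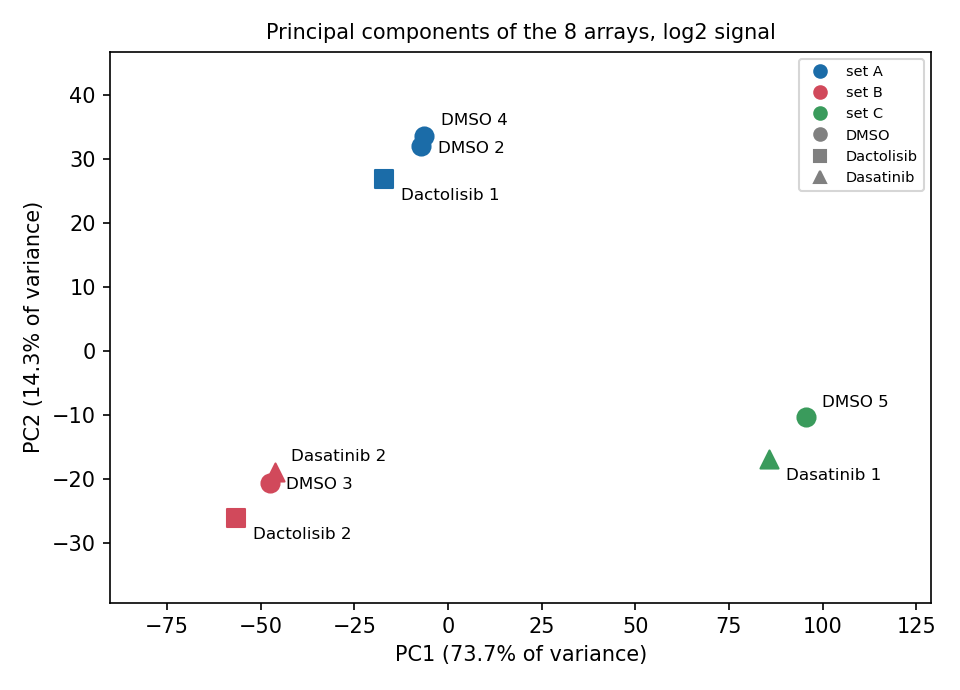
Principal components of the 8 arrays over 30024 probe sets. Each point is 1 array, the axes are component 1 (73.7% of variance) and component 2 (14.3%), color gives the array set and shape the treatment, and the points lie by array set: 85.8 and 95.5 on component 1 for set C.

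**Figure D2:**
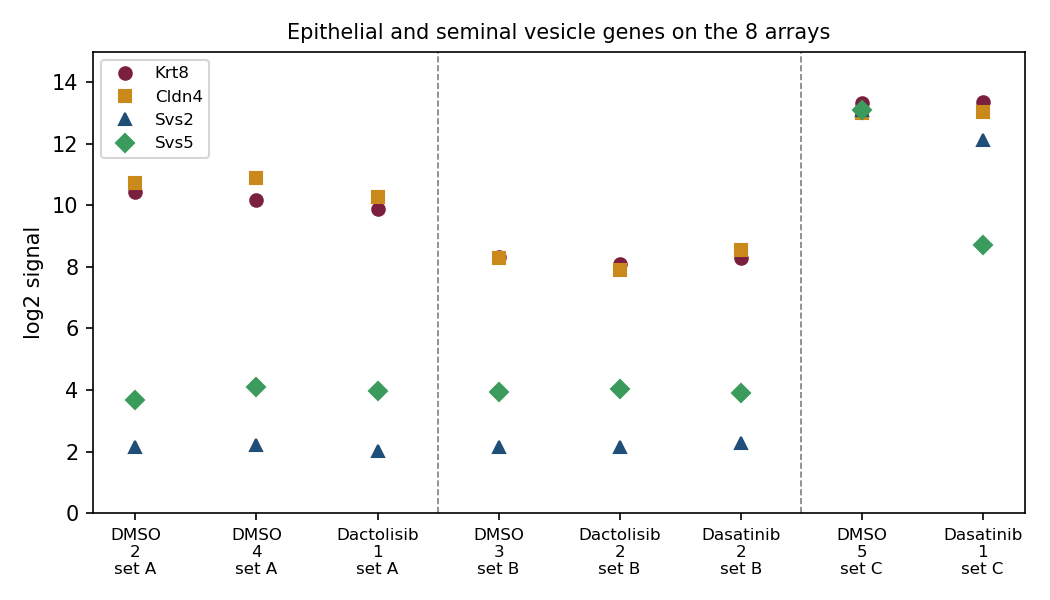
Log2 signal of epithelial and seminal vesicle genes on each of the 8 arrays, grouped by array set. Each point is 1 gene on 1 array, and Cldn4, a tight junction protein, lay at 13.02 on both arrays of set C and at 7.90 to 8.55 in set B.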

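Within array sets, Dactolisib (n = 2, against 3 DMSO arrays) raised Ypel2, a zinc-binding protein of the Yippee family, by log2 1.35 ± 0.10 (SE), Foxp1, a forkhead transcription factor, by 0.91 ± 0.08, and Pik3ip1, a membrane protein that restrains PI3K, by 0.90 ± 0.11. Prkar2b, a regulatory subunit of protein kinase A, fell by 1.58 ± 0.14, Dck, which phosphorylates deoxycytidine, by 1.29 ± 0.13, and Ptgr1, a prostaglandin reductase, by 1.31 ± 0.18. The limma adjusted p of these 6 genes lay between 0.00935 and 0.0139 within array sets, and each had an adjusted p of 0.775 without the block. In all, 659 probe sets rose and 1260 fell within array sets at adjusted p < 0.05. Without the block limma passed 0, with 868 higher and 1005 lower at unadjusted p < 0.05, and the methods' t-test passed 0, with 935 higher and 955 lower. Counted as genes at the unadjusted thresholds of the paper, 1772 were higher and 2652 lower within array sets at p < 0.05, and 747 and 1466 at p < 0.01. Without the block these counts were 553 and 692, and 92 and 159. Leaving out Dactolisib 1, Dactolisib 2 or DMSO 3 left 0 probe sets passing within array sets.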

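Under Dasatinib (n = 2, against 4 DMSO arrays without the block and 2 within array sets), Krt14 and Krt16, keratins of stratified epithelia, differed in opposite directions in the 2 sets that hold a Dasatinib array. Krt14 was 1.46 lower in log2 on Dasatinib 1 and 0.98 higher on Dasatinib 2 than on the DMSO array of its own set, and Krt16 was 0.39 lower and 1.06 higher. Krt13 differed by -2.56 on Dasatinib 1 and by -0.08 on Dasatinib 2, which gave -1.32 ± 0.49 (SE) within array sets and -3.17 ± 1.66 without the block. On another probe set Krt13 gave -0.91 ± 0.20 within array sets and -1.95 ± 0.80 without the block. Squamous differentiation genes as a list moved by a median of -0.43 and 0.20 in the 2 sets. In limma 0 probe sets passed adjusted p < 0.05 in either fit, with 52 higher and 58 lower at unadjusted p < 0.05 without the block and 638 and 826 within array sets, where 1501 are expected by chance. This rests on 1 pair of arrays: leaving out Dasatinib 2 or DMSO 3 gave 435 higher and 329 lower within array sets, and leaving out Dasatinib 2 gave 2 higher without the block. The methods' t-test passed 0, with 136 higher and 210 lower. In the direct comparison of Dactolisib with Dasatinib, Prkar2b was lower by 1.47 ± 0.15 and Foxp1 higher by 1.06 ± 0.13 within array sets, each at adjusted p = 0.0788, the lowest reached. Limma and the methods' t-test passed 0 probe sets there, with 1606 higher and 2681 lower at unadjusted p < 0.05 within array sets, 459 and 633 without the block, and 389 and 416 in the methods' t-test. Within array sets limma passed 75 higher and 165 lower with 32 added before log2, 58 and 147 with the upper 33.3% of probe sets only, 77 and 204 with a trended and robust prior, and 408 and 710 without Dasatinib 2.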

Differential expression analysis identified more genes with altered expression by Dactolisib treatment (1733 genes upregulated, 2663 genes downregulated, *p* < 0.05; 676 genes upregulated, 1414 downregulated, *p* < 0.01) than Dasatinib treatment (154 genes upregulated, 46 genes downregulated, *p* < 0.05; 11 genes upregulated, 12 downregulated, *p* < 0.01) (Figure 5A,B, Figure S1A, Supplementary Tables S5 and S6). To explore the functional consequence of the altered gene expression, each of the 4 lists of altered genes (Dactolisib-upregulated, *p* < 0.01; Dactolisib-downregulated, *p* < 0.01; Dasatinib-upregulated, *p* < 0.05; Dasatinib-downregulated, *p* < 0.05) were analyzed for Gene Ontology (GO) over-representation, KEGG pathway enrichment and Reactome enrichment. 

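Proteasome subunits, endoplasmic reticulum genes and aminoacyl-tRNA synthetases were among the genes lower under Dactolisib (n = 2, against 3 DMSO arrays within array sets). Of 45 proteasome subunits 18 fell within array sets (30 adjusted over the list alone), among them Psmb5, a catalytic subunit, by 0.73 ± 0.08 (SE) and Psma1 by 0.62 ± 0.08. Of 35 genes of protein processing in the endoplasmic reticulum 11 fell and 1 rose (15 and 1 adjusted over the list alone), with Ostc, of the oligosaccharyltransferase, at -0.52 ± 0.08. Of 19 cytosolic aminoacyl-tRNA synthetases 7 fell (7 adjusted over the list alone), with Kars, which charges lysine, at -0.40 ± 0.08. Other genes of protein synthesis did not all share this fall. Of 43 cytosolic ribosomal proteins 7 were lower and 24 higher in both own-set comparisons, and of 38 translation factors 18 were lower and 14 higher. Of 56 genes of ribosome biogenesis, however, 34 were lower and 7 higher. The camera adjusted p of limma was 3.59e-13 for the proteasome, 1.99e-04 for the endoplasmic reticulum and 0.0025 for the synthetases, and adjusted p = 0.501, 0.612 and 0.501 with an estimated correlation. Monocyte and macrophage markers moved too: 4 of 24 fell (8 adjusted over the list alone), with Cx3cr1, the fractalkine receptor, at -0.75 ± 0.08 and C1qc, of complement, at -0.44 ± 0.08. At the paper's threshold of p < 0.01, 12 of 43 lists were over-represented among the lower genes within array sets by Fisher's exact test, which counts a gene where any of its probe sets passes, led by 25 of 45 proteasome subunits (adjusted p = 3.03e-12). Without the block there were 2, the proteasome with 7 of 45 (2.59e-05) and mitochondrial ribosomal proteins with 8 of 74 (3.52e-05), and without Dactolisib 1 or Dactolisib 2 there were 0. The lists were written after the paper's figures of enriched terms and the leading part of its gene tables had been read, so they are not independent of them.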

Only the Dactolisib-downregulated genes showed significantly enriched GO terms and pathways. 

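Mitochondrial genes beyond the respiratory complexes were lower under Dactolisib. Of 74 mitochondrial ribosomal proteins, which make the subunits encoded by mitochondrial DNA, 25 fell within array sets (35 adjusted over the list alone), such as Mrpl22 by 0.84 ± 0.08 (SE; n = 2, against 3 DMSO arrays) and Mrps17 by 0.58 ± 0.08. Of 40 assembly factors of the respiratory chain 12 fell (15 adjusted over the list alone), with Coa6, a factor of cytochrome c oxidase, at -0.60 ± 0.08. Of 24 genes of mitochondrial import 11 fell (12 adjusted over the list alone), with Timm21 at -0.44 ± 0.08 and Timm23 at -0.38 ± 0.08, both of the inner membrane translocase. Of 19 enzymes of the tricarboxylic acid cycle 4 fell (10 adjusted over the list alone), with Mdh2, a malate dehydrogenase, at -0.50 ± 0.08 and Idh3a, of isocitrate dehydrogenase, at -0.42 ± 0.08. No member of these 4 lists rose over all genes. The camera adjusted p of limma was 1.13e-09 for the ribosomal proteins, 4.95e-04 for the assembly factors, 7.83e-05 for import and 0.00138 for the cycle, and each list had adjusted p = 0.501 with an estimated correlation. Lower in both own-set comparisons were 58 of 74, 25 of 40, 18 of 24 and 14 of 19 genes, against 5034 of all 14237 genes. In the same order, own-set medians were 0.01, -0.05, -0.06 and -0.14 on Dasatinib 1, and -0.05, -0.08, -0.07 and -0.03 on Dasatinib 2. Under Dactolisib 17 of 24 monocyte and macrophage markers and 19 of 28 granulocyte markers were lower in both sets, and 5 of each higher. The 3' minus 5' difference of Gapdh and Actb rose there by 0.0320 and 0.0444, against 0.0275 between DMSO 2 and DMSO 4. RNA degradation is not excluded for the 4 mitochondrial lists.

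**Figure D3:**
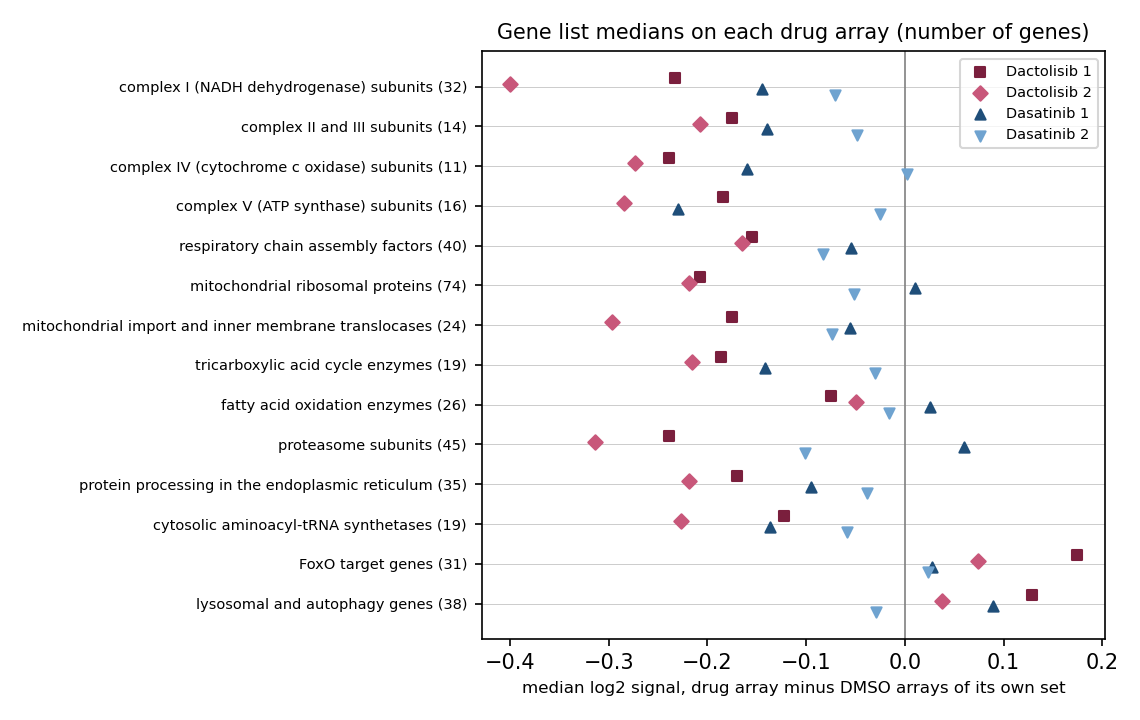
Median log2 difference of gene lists on each drug array from the DMSO arrays of its own set. Each point is 1 list on 1 array (4 drug arrays), and mitochondrial ribosomal proteins lay at -0.21 and -0.22 on the Dactolisib arrays and at 0.01 and -0.05 on the Dasatinib arrays.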

The enriched GO terms were mainly associated with mitochondrial functions, such as mitochondrial respiration chain complex assembly, ATP synthesis coupled electron transport, and NADH dehydrogenase complex assembly (Figure 5C, Supplementary Table S7). Similarly, oxidative phosphorylation was the top-ranked enriched pathway in KEGG analysis (Figure S1B, Supplementary Table S8), and respiratory electron transport/ATP synthesis by chemiosmotic coupling was the top-ranked enriched pathway by Reactome analysis (Figure S1C, Supplementary Table S9). 

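Subunits of the respiratory complexes were lower under Dactolisib (n = 2, against 3 DMSO arrays within array sets and 4 without the block). Of 73 measured respiratory chain subunits (complexes I to V) 28 fell and 0 rose within array sets (49 adjusted over the list alone): 15 of 32 in complex I, 5 of 14 in complexes II and III taken together, 3 of 11 in complex IV and 5 of 16 in complex V. Uqcr11, of cytochrome bc1, fell by 0.86 ± 0.08 (SE), the complex I subunits Ndufc1, Ndufs5 and Ndufb7 by 0.65 ± 0.08, 0.64 ± 0.09 and 0.60 ± 0.08, Cox6a1, of cytochrome c oxidase, by 0.40 ± 0.08, and Atp5g1, of ATP synthase, by 0.35 ± 0.08. The median of the 73 was -0.24, with limma's camera p = 4.21e-18, and p = 0.182 with an estimated correlation. Without the block the median was -0.40, with p = 1.89e-22, p = 0.0997 with an estimated correlation, and limma passed 0 members, with 17 lower at unadjusted p < 0.05. That median includes a difference between sets. DMSO 5, whose set holds no Dactolisib array, lay 0.31 above the DMSO mean on this list. Without DMSO 5 the median was -0.27. On Dactolisib 1 and Dactolisib 2 the medians against the own set were -0.20 and -0.31, and 67 of 73 genes were lower in both. Epithelial markers, which differ between the sets, moved there by -0.07 and -0.04, but 17 of 24 monocyte and macrophage markers were also lower in both. The small epithelial shift does not exclude a lower share of epithelial RNA, since 20 of 45 epithelial markers were lower in both sets and 7 higher. The sets stay the same without 151 marker genes. But 14086 genes stay in, so this cannot show another cause of the sets. The 3' minus 5' difference of Gapdh and Actb rose by 0.0320 and 0.0444, against 0.0275 between DMSO 2 and DMSO 4, so RNA degradation is not excluded. Among the genes at p < 0.01 within array sets, 37 of the 73 were lower where 7.52 were expected (Fisher's exact test, p = 4.18e-18). Of 10000 random lists matched on signal, 0 had a median as low, the lowest being -0.14. Members of a complex are not independent of each other, which the preset correlation of camera covers only in part.

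**Figure D4:**
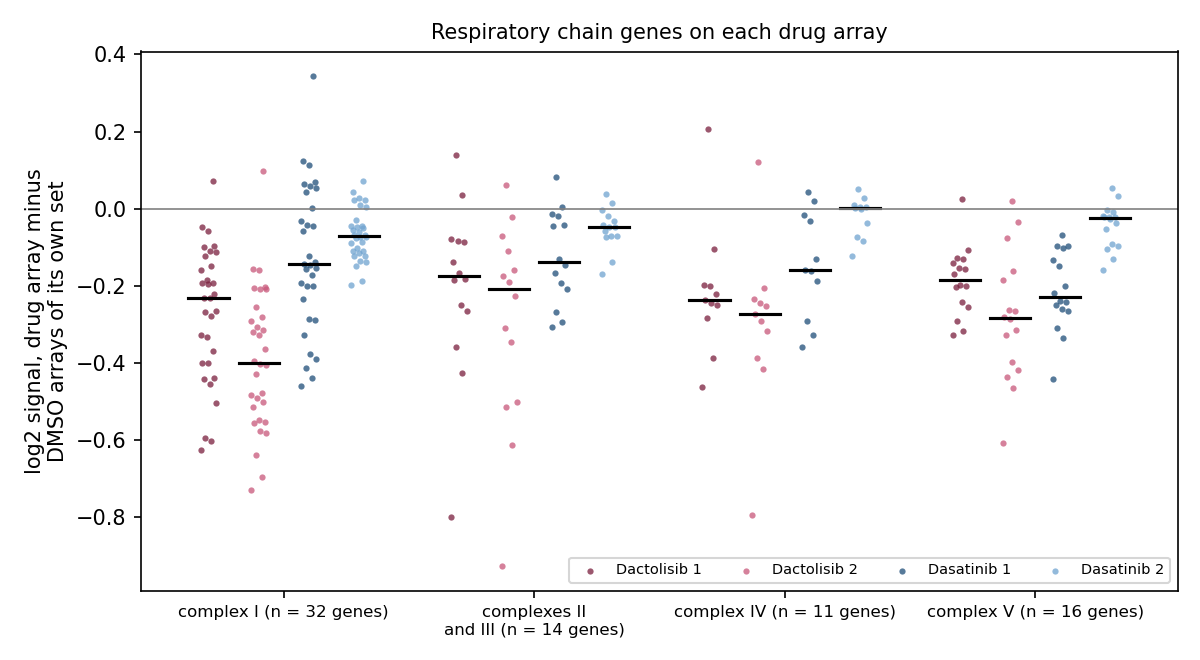
Log2 difference of 73 respiratory chain genes on each drug array from the DMSO arrays of its own set, by complex. Each point is 1 gene and the horizontal lines are medians: -0.23 and -0.40 for complex I on the 2 Dactolisib arrays, -0.15 and -0.07 on the 2 Dasatinib arrays.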

No significant enrichment was found for Dactolisib-upregulated, Dasatinib-upregulated, and Dasatinib-downregulated genes.

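Among the genes higher under Dactolisib, FoxO targets, which are transcribed when PI3K and Akt are inactive, and lysosomal and autophagy genes were over-represented within array sets (9 of 31 and 10 of 38 at p < 0.01, each adjusted p = 4.38e-04 by Fisher's exact test). Of the FoxO targets 7 rose and 2 fell (10 and 3 adjusted over the list alone), with Irs2, an insulin receptor substrate, at 0.48 ± 0.08 (SE; n = 2, against 3 DMSO arrays) and Pink1, a mitochondrial kinase, at 0.46 ± 0.08, while Cat, which encodes catalase, fell by 0.77 ± 0.08. Of the lysosomal and autophagy genes 5 rose (7 adjusted over the list alone), with Ulk1, the kinase that starts autophagy, at 0.61 ± 0.08 and Gabarapl1, a coat protein of autophagosomes, at 0.39 ± 0.08. The camera adjusted p of limma was 0.00138 and 0.0014, and adjusted p = 0.501 and 0.7 with an estimated correlation. Without the block FoxO targets were over-represented (3 of 31, adjusted p = 0.0443), and 0 lists passed without Dactolisib 1, Dactolisib 2, DMSO 2, DMSO 4 or DMSO 5. There were also 0 under quantile normalization, with 32 added before log2, with no filter, with the upper 33.3% of probe sets only, with a trended and robust prior, by the methods' t-test and with all 8 arrays in one fit. On the same arrays 17 of 24 monocyte and macrophage markers and 19 of 28 granulocyte markers were lower in both sets, and 5 of each higher. The 3' minus 5' difference of Gapdh and Actb rose by 0.0320 and 0.0444, against 0.0275 between DMSO 2 and DMSO 4. Whether these shifts account for the higher FoxO, lysosomal and autophagy genes was not tested.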

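Among the genes higher under Dasatinib (n = 2, against 4 DMSO arrays without the block and 2 within array sets), interferon-stimulated genes were over-represented at p < 0.05 (4 of 32 without the block, adjusted p = 1.15e-04; 15 of 32 within array sets, adjusted p = 2.01e-12; Fisher's exact test). Their median was 0.89 on Dasatinib 1 and 0.01 on Dasatinib 2 against the own set, with Gbp3, a guanylate-binding protein, at 0.85 ± 0.32 (SE) within array sets. On this list the 3 arrays of set B had medians of 0.75 to 0.79 above the DMSO mean. Less the same mean, Dasatinib 1, of set C, lay at 0.58 and Dactolisib 1 at -0.14. DMSO 2, DMSO 4 and DMSO 5 lay at -0.14, -0.24 and -0.33. The call without the block thus includes a difference between sets on Dasatinib 2, beside the difference on Dasatinib 1 within its own set. Among the lower genes 0 lists were over-represented without the block (lowest adjusted p = 0.933 by Fisher's exact test) and 5 within array sets, led by fibroblast and stromal markers (15 of 28, adjusted p = 5.95e-13). These had a median of -0.67 on Dasatinib 1 and -0.06 on Dasatinib 2, with Col3a1, a fibrillar collagen, at -0.86 ± 0.15 and Bgn, a matrix proteoglycan, at -0.70 ± 0.13. On the best-expressed probe set of each gene, limma had 6 interferon genes higher and 12 fibroblast markers lower at unadjusted p < 0.05 within array sets (Fisher's exact test counts any probe set), and 0 passed over all genes, with 2 fibroblast markers adjusted over the list alone. By limma's camera both lists had adjusted p = 0.649 with an estimated correlation within array sets. The interferon call without the block ended without Dasatinib 1, DMSO 2, DMSO 4 or DMSO 5, and with 32 added before log2, the upper 33.3% of probe sets only, the methods' t-test or all 8 arrays in one fit.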

## 3. Discussion

Our study interrogates the differential effect of Dactolisib and Dasatinib on PCa cells, T cells and Gr-MDSCs isolated from the same mouse primary CRPC. Employing the power of RPPA, this study reveals the unique protein expression patterns of the three cell types. Some of the features are expected, such as higher Lck in T cells and higher E-cadherin, phospho-Akt and phospho-S6 in PCa cells. The dramatically higher P-Cadherin level in Gr-MDSCs compared with T cells and PCa cells is surprising and intriguing. As a calcium-dependent cell–cell adhesion glycoprotein, P-Cadherin shares about 67% of homology with E-Cadherin, yet remains far less characterized [20]. P-Cadherin is expressed by myoepithelial/basal cells in a heterogeneous manner in organs like the basal layer of the epidermis, breast, prostate, and part of the digestive tract [20]. Normal hematopoietic cells are not known to express P-Cadherin. Given that Gr-MDSCs massively dysregulate gene expression relative to normal neutrophils [21,22], it will be important to investigate whether human Gr-MDSCs also upregulate P-Cadherin and the role of P-Cadherin in the biological function of Gr-MSDCs. Once validated, P-Cadherin may be a new surface marker and therapeutic target for Gr-MDSCs. P-Cadherin^+^ cells can be targeted for killing using P-Cadherin-targeted radioimmunotherapeutic FF-21101(^90^Y) [23] or antibody-drug conjugates [24]. 

Upon the 2 h drug treatment, PCa cells, T cells and Gr-MDSCs all exhibit rather limited changes of protein levels and protein phosphorylation levels. This result can be accounted for by two reasons: first, among the proteins and PTMs identifiable by the 297 unique antibodies, Dactolisib and Dasatinib were highly selective and only affected a few targets; second, the short drug incubation duration restricted changes only to the direct targets and more broad secondary effects were not detected. The changes caused by the two inhibitors on PCa cells, T cells and Gr-MDSCs highlight the specificity of Dactolisib and Dasatinib: the dual PI3K/mTOR inhibitor Dactolisib dampened phospho-S6 and phospho-4E-BP1, whereas the TKi Dasatinib attenuated phospho-Src and phospho-p38 MAPK. 

The main significance of this study is that through the distinct regulation of the two drugs on PCa cells, T cells and Gr-MDSCs, we can gain insights into the mechanism of action of Dactolisib and Dasatinib and help explain why Dactolisib can, but Dasatinib cannot, cooperate with ICB therapy in treating preclinical CRPC [16]. First, Dactolisib preferentially inhibited phospho-S6 (Ser235/236, Ser240/244) in PCa cells and phospho-4E-BP1 (Thr37/46) in Gr-MDSCs (Figure 3A,B). Dactolisib inhibits PI3K and mTOR kinase activity by binding to the ATP-binding cleft of these enzymes [25]. mTOR is the key component of mTORC1 complex that promotes protein synthesis largely through the phosphorylation of two effectors, p70 S6 kinase (S6K1, which further phosphorylates S6) and 4E-BP1 [26]. Previous studies demonstrate that S6K1 and 4E-BP1 can be dephosphorylated in different patterns by the same mTORC1 inhibitor (e.g., rapamycin) in a cell type-dependent manner [27,28]. In the CPPSML PCa cells, *Pten* deficiency leads to hyperactive PI3K/mTOR signaling [16,29], whereas for Gr-MDSCs, several studies have established the essential role of PI3Kδ/γ signaling in the immunosuppressive function [16,30,31]. Due to the differences in upstream activation mechanisms, it is conceivable that mTORC1 in the two cell types elicits differential activation of S6K1 and 4E-BP1, which may explain the differential response of phospho-S6 and phospho-4E-BP1 in the two cell types to the same pan-PI3K inhibitor Dactolisib. The much more significant reduction of Thr37/46 phosphorylation of 4E-BP1 compared with Ser65 phosphorylation in Dactolisib-treated Gr-MDSCs is likely caused by the hierarchical phosphorylation process of 4E-BP1, whereby phosphorylation of Thr37/46 is a priming event for the subsequent phosphorylation of Ser65 [32,33]. It will be interesting for future experiments to define the role of 4E-BP1 phosphorylation in the immunosuppressive function of Gr-MDSCs. 

With these said, our validation studies with western blot still revealed substantial downregulation of both phospho-S6 and phospho-4E-BP1 by Dactolisib treatment in Gr-MDSCs (Figure 4A), consistent with our previous publication [16]. Moreover, at the transcriptomic level, Dactolisib treatment (but not Dasatinib) on Gr-MDSCs caused an interesting downregulation of genes involved in the mitochondrial electron transport chain (Figure 5C, Figure S1B,C). It is known that mTOR signaling coordinates energy consumption by regulating mRNA translation and synthesis of nucleus-encoded mitochondria-related components of complexes I and V [34]. Specifically, mTORC1 controls mitochondrial activity and biogenesis by selectively promoting translation of nucleus-encoded mitochondria-related mRNAs via inhibition of 4E-BP [35]. 

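Under Dasatinib (n = 2, against 2 DMSO arrays within array sets and 4 without the block) the 73 respiratory chain genes differed by a median of -0.11 within array sets and -0.02 without the block. Own-set medians were -0.15 on Dasatinib 1 and -0.05 on Dasatinib 2, and 46 of the 73 genes were lower in both, against 3245 of all 14237. Of the random lists matched on signal 0 of 10000 had a median as low here too, the lowest being -0.04. Ndufc1 was lower by 0.33 and 0.09 in log2 and Ndufs5 by 0.14 and 0.19, and limma passed 0 members, with 0 also at an unadjusted p under 0.05 in either fit. Limma's camera gave p = 2.40e-09 within array sets and p = 0.0445 without the block, and p = 0.236 and 0.674 with an estimated correlation. In the direct comparison (n = 2 each) the list was lower under Dactolisib than under Dasatinib by a median of 0.20 within array sets and 0.38 without the block. Limma's camera gave p = 5.01e-11 and 2.00e-16 there, and p = 0.213 and 0.129 with an estimated correlation. The value without the block includes a difference between sets. Less the DMSO mean, the list lay at 0.19 on Dasatinib 1, whose set holds no Dactolisib array. Complex I gave -0.25 within array sets, with 31 of 32 genes lower (camera adjusted p = 3.15e-08, and adjusted p = 0.639 with an estimated correlation), and complex V gave -0.16, with 13 of 16 lower (adjusted p = 0.0228, and adjusted p = 0.688 with an estimated correlation). Of the complex V subunits 14 were lower in both sets under each drug, but in set B both drugs are compared with the same DMSO 3. Their median was -0.23 on Dasatinib 1 against -0.18 on Dactolisib 1, and -0.02 on Dasatinib 2 against -0.28 on Dactolisib 2. Over all genes limma passed 0 of the 73 in the direct comparison, with 7 adjusted over the list alone and 23 lower at an unadjusted p under 0.05 within array sets, and 9 without the block. The direct result within array sets did not pass without Dasatinib 2 (0.0509 by limma's camera). In the fit without a block the list turned higher under Dasatinib without Dasatinib 2 or DMSO 5 (0.00168 and 0.0372 by limma's camera), and when the Dasatinib arrays were paired with DMSO 2 and DMSO 3 (0.00443). With array weights its median was 0.03 (0.527).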

A previous study demonstrated reprogrammed metabolism in tumor-infiltrating MDSCs in various murine tumor models, whereby these cells upregulated fatty acid uptake and β oxidation, mitochondrial biogenesis and oxygen consumption [36]. Inhibition of fatty acid oxidation by etomoxir attenuated the immunosuppressive activity of MDSCs and synergized with immunotherapy [36], similar to our observation of the synergistic anti-tumor efficacy of Dactolisib and immunotherapy [16]. Collectively, these results suggest that a major effect of Dactolisib on Gr-MDSCs is inhibition of mTOR and oxidative phosphorylation, which compromises fatty acid oxidation and leads to loss of immunosuppression.

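Of 26 enzymes of fatty acid oxidation 3 fell and 0 rose under Dactolisib within array sets (n = 2, against 3 DMSO arrays), as many as adjusted over the list alone. Acadm, which oxidizes medium-chain acyl-CoA, was at -0.42 ± 0.08 (SE) and Acsl5, which activates long-chain fatty acids, at -0.34 ± 0.08. The median of the list was -0.06, with an adjusted p of 0.141 by limma's camera, and without the block it was -0.20, with an adjusted p of 0.00635, and adjusted p = 0.649 with an estimated correlation. Of 31 genes for suppressive mediators of MDSCs 2 rose and 2 fell, as many as adjusted over the list alone. Cd274, which encodes PD-L1, rose by 0.63 ± 0.09, and Clec4n, a C-type lectin receptor, and Mmp9, a gelatinase, fell by 0.64 ± 0.10 and 0.62 ± 0.08. The median of that list was 0.04 (camera adjusted p = 0.459). Among 18 genes of glycolysis, Hk3, a hexokinase, was at 0.37 ± 0.08, and 1 rose and 2 fell. From the lower phosphorylation of S6 and 4E-BP1, the lower transcripts of electron transport and published work on fatty acid oxidation in MDSCs, the paper proposes that inhibition of mTOR and oxidative phosphorylation is a major effect of Dactolisib on these cells, and that this impairs fatty acid oxidation and ends immunosuppression. The arrays measured transcripts at 1 time, and neither oxygen use nor fatty acid oxidation was measured on them.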

Dasatinib preferentially inhibited Src and p38 MAPK phosphorylation in T cells, providing a molecular explanation for the effect of Dasatinib on diminishing T cells in the CRPC microenvironment [16]. Src-family kinases Lck and Fyn in proximal T-cell receptor signal transduction play critical roles in T-cell activation, differentiation, and tolerance [37]. Dasatinib inhibits Src, Lck and Fyn [38]. While the RPPA platform did not have antibodies recognizing phospho-Lck, Fyn or phospho-Fyn, the antibodies for Src and phospho-Src (Tyr527, Tyr416) provided surrogates for evaluating the effects of Dasatinib on T cells as well as PCa cells and Gr-MDSCs. Src activity is regulated by tyrosine phosphorylation at two sites, but with opposing effects [39]. Phosphorylation at Tyr527 in the carboxy-terminal tail by Csk renders Src in a closed, inactive conformation. Upon dephosphorylation of Tyr527, Src changes into an open conformation and self-phosphorylates Tyr416 to become activated [39]. Dasatinib reduced Tyr527 phosphorylation in all three cell types, yet only reduced Tyr416 phosphorylation in T cells (Figure 3C, Figure 4C), suggesting complete loss of Src activity preferentially in T cells. Additional validation experiments with western blot showed dampened Lck phosphorylation by Dasatinib in T cells (Figure 4C), which further helps explain the depletion of tumor-infiltrating T cells by a month-long Dasatinib treatment in the CPPSML CRPC model [16]. Moreover, Dasatinib preferentially inhibited the phosphorylating activation of p38 MAPK (Figure 3C, Figure 4C), a protein with important roles in activating T cells especially CD4^+^ T cells to release TNF-α [40,41]. These results collectively help explain the failure of Dasatinib to synergize with ICB in treating CRPC [16]. Therefore, while Dasatinib may block MDSC expansion in certain scenarios [42,43], its adverse effect on T cells [16,44] makes its application in combination immunotherapy unpromising. 

Taken together, our studies highlight the advantage of using a targeted proteomics approach such as RPPA to dissect the impact of inhibitors on primary tumor cells and immune cells. By finding distinct protein expression patterns and differential sensitivity of protein phosphorylation to Dactolisib and Dasatinib, our results offer some in-depth explanations on the molecular basis of the success of Dactolisib/ICB combination and the failure of Dasatinib/ICB combination in the preclinical CRPC model, and strengthen the idea of combining PI3K inhibitors and immunotherapy in treating refractory malignancies. RPPA provides a robust and quick snapshot of some of the most important proteins in cells. Nevertheless, an obvious limitation is that the number of antibodies is still low compared with the entire proteome. Future studies employing mass spectrometry-based proteomics and phosphoproteomics [45] will reveal the effect of targeted therapeutics on Gr-MDSCs in more comprehensive and precise manners. A caveat of the study is that the 2 h treatment of various cells in vitro for RPPA analysis may not represent what these cells experience in vivo when a patient is treated with Dactolisib or Dasatinib. Therefore, conclusions drawn from these in vitro cell models with short drug treatments should be further validated with specimens collected from possible clinical trials that use Dactolisib or Dasatinib to treat patients with PCa.

## 4. Materials and Methods

### 4.1. Mouse Model

*PB-Cre^+^ Pten^L/L^ p53^L/L^ Smad4^L/L^ mTmG^L/+^ LSL-Luc^L/+^* (CPPSML) mice and the method to induce CRPC in male mice were described previously [16]. Briefly, 8–12 weeks old males with correct genotype verified by PCR-based genotyping were imaged by magnetic resonance imaging instrument Bruker ICON (Bruker, Billerica, MA, USA) to quantify prostate tumor volume. Once the prostate tumor reached 150 mm^3^, the mice were surgically castrated and switched to an enzalutamide-admixed diet for 4 weeks. Enzalutamide (MedKoo Biosciences, 201821, Morrisville, NC, USA) was admixed with Purina 5053 Chow at 50 mg drug/kg diet (Research Diets, Inc., New Brunswick, NJ, USA). After 4 weeks, the mice were euthanized for isolating three types of cells. Mice were maintained in pathogen-free conditions. All manipulations were approved by the Institutional Animal Care and Use Committee (IACUC) of University of Texas MD Anderson Cancer Center (Protocol ID 1169, approved on Jan 26, 2015) and University of Notre Dame (Protocol ID 17-04-3809, approved on May 11, 2017). 

### 4.2. Isolation of PCa Cells, Gr-MDSCs and T Cells

CPPSML male mice with CRPC induced were euthanized to harvest prostate tumors and spleens. Prostate tumors were digested to single cells with Mouse Tumor Dissociation Kit (Miltenyi Biotec, 130-096-730, Auburn, CA, USA). Primary PCa cells were isolated by FACS of GFP^+^ CD45^−^ viable cells and subsequently cultured for 2–3 passages in DMEM supplemented with 10% fetal bovine serum (HyClone, GE Healthcare Life Sciences SH30396.03, Marlborough, MA, USA) and 1X Penicillin-Streptomycin (Caisson Labs, PSL01, Smithfield, UT, USA) as adherent primary cells before inhibitor treatment. Intratumoral Gr-MDSCs were isolated by first enriching for lymphocytes using Lympholyte-M Cell Separation Media (Cederlane, CL5031, Burlington, ON, Canada) followed by MACS-based isolation using a Mouse MDSC Isolation Kit (Miltenyi Biotec, 130-094-538, Auburn, CA, USA). From the same mice, total T cells were isolated from the spleens using Mouse Pan T Cell Isolation Kit II (Miltenyi Biotec, 130-095-130, Auburn, CA, USA). Gr-MDSCs and T cells were plated in RPMI-1640 supplemented with 10% fetal bovine serum (HyClone, GE Healthcare Life Sciences SH30396.03, Marlborough, MA, USA) and 1X Penicillin-Streptomycin (Caisson Labs, PSL01, Smithfield, UT, USA) and treated with inhibitors immediately. 

### 4.3. Inhibitor Treatment

Gr-MDSCs, T cells and PCa cells isolated and plated in respective medium as described above were added with DMSO, Dactolisib and Dasatinib at different concentrations for 2 h in a standard tissue culture incubator with 37 °C and 5% CO_2_. Next, the cells were washed with inhibitor-free and serum-free medium once and harvested as pellet and stored at −80 °C before submitting to the RPPA analysis.

### 4.4. Reverse Phase Protein Array (RPPA) 

RPPA was conducted by the RPPA Core Facility at MD Anderson Cancer Center following the standard protocols at the facility, the details of which can be found on the core facility website (www.mdanderson.org/research/research-resources/core-facilities/functional-proteomics-rppa-core.html). The dataset returned from the facility included raw data in log2 value and normalized data in linear value. 

### 4.5. Western Blot

For western blot analysis, cell lysates prepared by the RPPA core were used following the procedure as previously described [16]. Primary antibodies were mostly purchased from Cell Signaling Technology (CST, Danvers, MA, USA), including S6 (CST 2217), phospho-S6 Ser235/236 (CST 4858), phospho-S6 Ser240/244 (CST 5364), 4E-BP1 (CST 9644), phospho-4E-BP1 Thr 37/46 (CST 2855), phospho-4E-BP1 Ser65 (CST 9451), Src (CST 2109), phospho-Src Tyr416 (CST 6943), phospho-Src Tyr527 (CST 2105), p38 MAPK (CST 9212), phospho-P38 MAPK Thr180/182 (CST 4511), Lck (CST 2787), phospho-Lck Tyr394 (Thermo Fisher, PA5-37628, Waltham, MA, USA), phospho-Lck Tyr505 (CST 2751), CD3ε (CST 4443), β-actin (Santa Cruz sc-47778). Secondary antibodies included HRP-linked anti-mouse IgG (CST 7076), HRP-linked anti-rat IgG (CST 7077) and HRP-linked anti-rabbit IgG (CST 7074). Clarity Max western ECL substrate (Bio-Rad, Hercules, CA, USA) was used for chemiluminescence detection.

### 4.6. Microarray and Analysis

RNA was purified from inhibitor treated primary Gr-MDSCs (6 h) using RNeasy Mini Kit (Qiagen, Germantown, MD, USA). Microarray (Affymetrix Mouse Genome 430 2.0 Array) was conducted by the Sequencing and Microarray Facility at MD Anderson Cancer Center following the facility’s standard procedure. The data were analyzed in RStudio, including oligo 1.50.0 package [46] and arrayQualityMetrics 3.42.0 package [47] used for quality control and calibration, ArrayExpress 1.46.0 package [48] and mouse4302.db 3.2.3 package used for probe annotation, and limma 3.42.2 package [49] was used for differential expression analysis. *p* value of 0.05 or 0.01 by unpaired *t*-test was used as threshold of significantly upregulated or downregulated genes by Dactolisib or Dasatinib treatment, respectively. For pathway analysis, the gene lists were imported to RStudio with clusterProfiler 3.14.3 package [50] used for GO term and KEGG pathway analysis and ReactomePA 1.30.0 package [51] used for Reactome analysis. The microarray raw and normalized data were deposited to NCBI GEO database with accession number GSE146083.

### 4.7. Statistical Analysis

Heatmaps were constructed with median-centered log2 values in Figure 1 and normalized log2 values in Figure 2 using package pheatmap 1.0.12 in RStudio. Graphs in Figure 3 were generated using normalized linear values. Significance test in Figure 1C and Figure 5B was by unpaired *t*-test in RStudio.

## Figures and Tables

**Figure 1:**
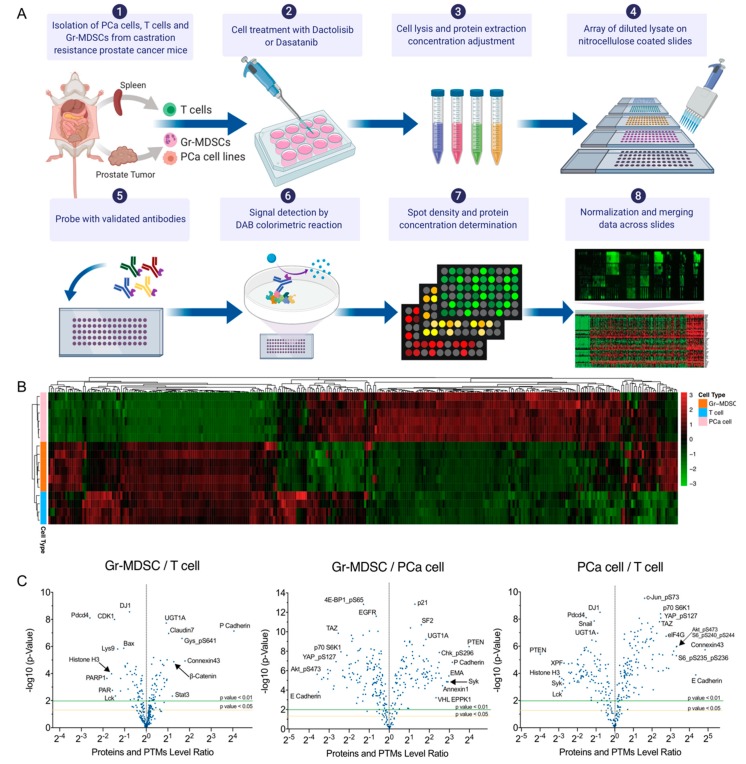
RPPA profiling of PCa cells, Gr-MDSCs and T cells of the CPPSML model of CRPC. (**A**) Workflow of cell isolation and RPPA. The figure was created with BioRender.com. (**B**) Unsupervised hierarchical clustering of PCa cells, T cells and Gr-MDSCs (untreated or DMSO-treated) with normalized RPPA signals. Each row represents a biological replicate sample and each column corresponds to an antibody in the RPPA array. (**C**) Volcano plots showing the pairwise fold change comparisons of the normalized protein or PTM levels among the three cell types. *p* values were calculated by Student’s *t*-test. Arrows help to pinpoint proteins of interest of whose labels were partly overlapped with adjacent labels.

**Figure 2:**
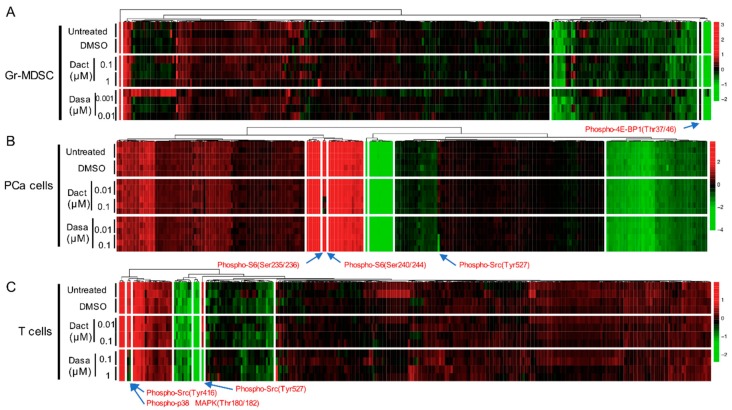
Heatmaps showing the normalized protein expression signals under no treatment or 2 h treatment of DMSO, Dactolisib or Dasatinib (at indicated concentration) for Gr-MDSCs (**A**)**,** PCa cells (**B**), and T cells (**C**). Proteins with significant changes under either inhibitor treatment are labeled with arrows. Dact = Dactolisib, Dasa = Dasatinib. Arrows highlight the differentially expressed proteins or PTMs by the inhibitor treatment.

**Figure 3:**
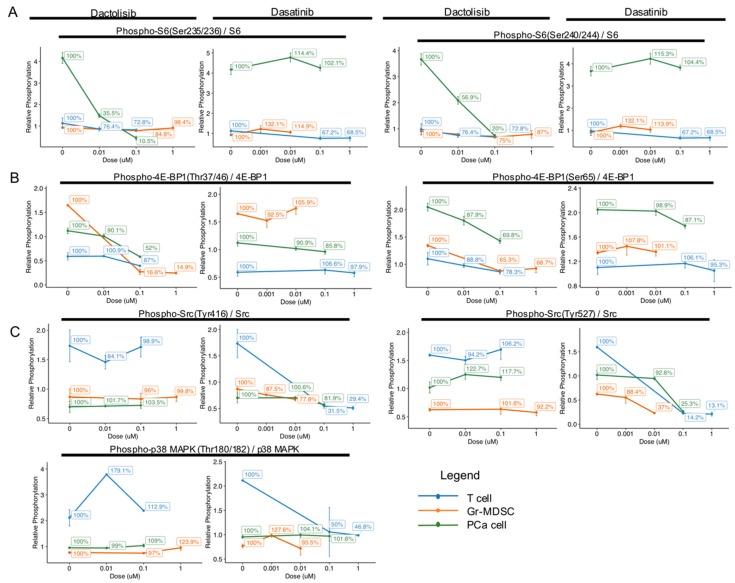
Cell type-specific downregulation of phosphorylation levels of S6, 4E-BP1, Src and p38 MAPK by Dactolisib and Dasatinib. Phosphorylation level of the specified proteins was normalized to total protein level, and relative percentage was calculated with no drug treatment (0 μM) as 100%. (**A**) The phosphorylation of S6 at Ser235/236 and Ser240/244 dramatically decreased in PCa cells by Dactolisib, while Dasatinib had little effect. (**B**) The phosphorylation of 4E-BP1 at Thr37/46 in Gr-MDSCs was dramatically decreased by Dactolisib. The phosphorylation of 4E-BP1 at Ser65 in Gr-MDSCs, T cells and PCa cells was mildly decreased by Dactolisib. Dasatinib had little effect. (**C**) The phosphorylation of Src at Tyr416 and Tyr527 and p38 MAPK at Thr180/182 was dramatically decreased in T cells by Dasatinib, but not Dactolisib. In each plot, data represent mean ± standard error of the mean.

**Figure 4:**
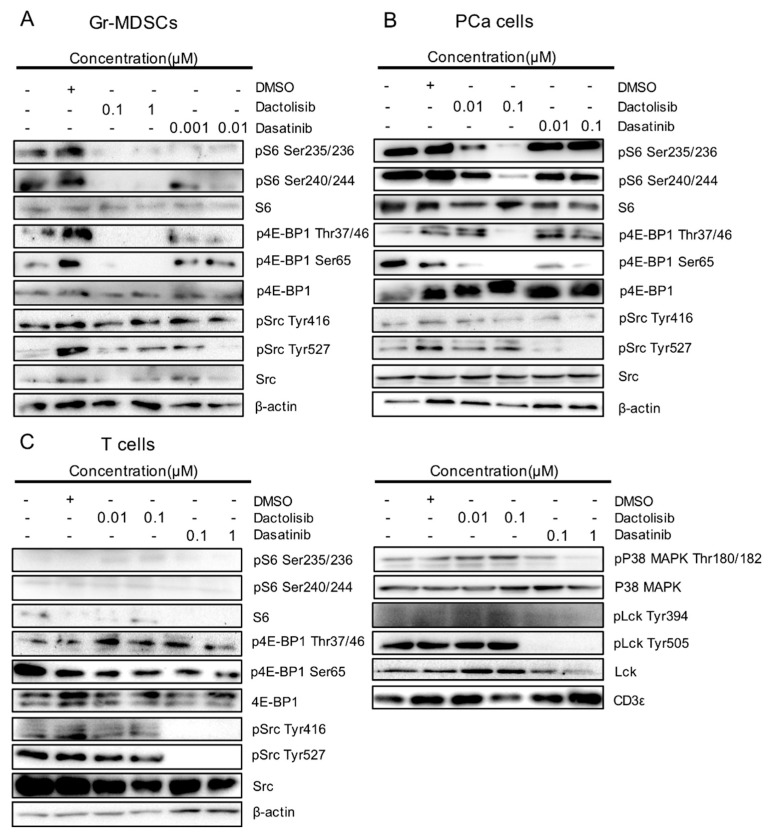
Validation of cell type-specific effect on S6, 4E-BP1, Src and p38 MAPK by Dactolisib and Dasatinib. Cell lysates used for RPPA were used to detect indicated total proteins and their phosphorylated forms by western blot for (**A**) Gr-MDSCs, (**B**) PCa cells and (**C**) T cells. The sign + and – denote the presence and absence of DMSO, Dactolisib or Dasatinib, respectively.

**Figure 5:**
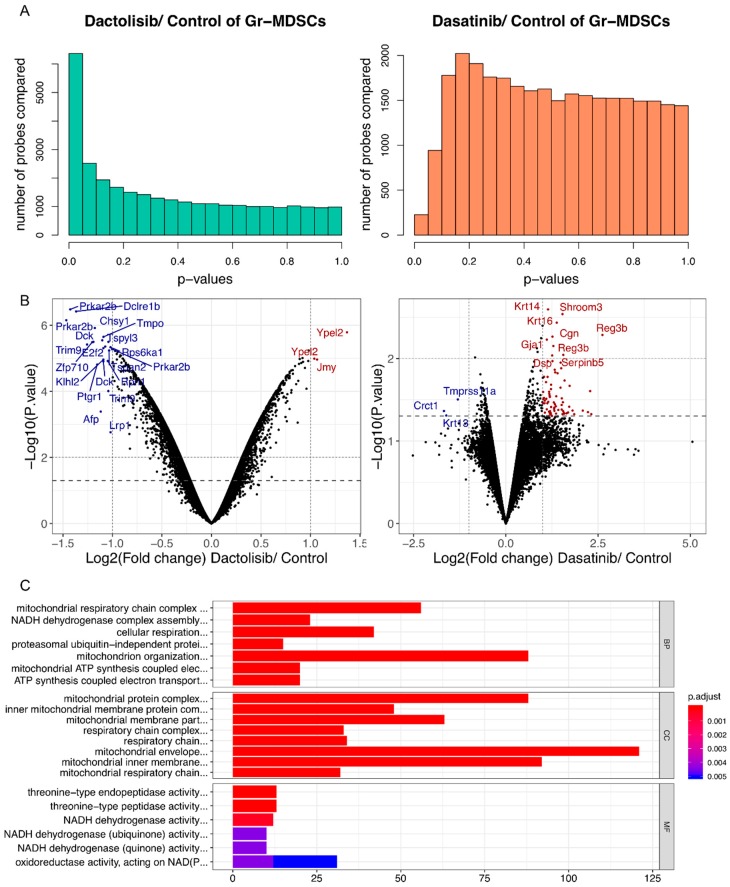
Dactolisib, but not Dasatinib, downregulated mitochondrial respiration genes in Gr-MDSCs based on microarray analysis. (**A**) *p* value distributions for differentially expressed probes between Dactolisib and DMSO control, or between Dasatinib and DMSO control based on unpaired *t*-test. (**B**) Volcano plots showing differentially expressed genes by Dactolisib or Dasatinib treatment on Gr-MDSCs. Some of the most significantly altered genes are labeled. Blue/Red: downregulated/upregulated genes by inhibitor treatment. (**C**) GO term over-representation analysis of downregulated genes by Dactolisib treatment, highlighting the enrichment of genes involved in mitochondrial respiration activity. BP: biological process; CC: cellular component; MF: molecular function.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/7/2337/s1. Supplementary materials include Figure S1. Microarray analysis of Gr-MDSCs. (A) Adjusted-P value distributions for differentially expressed probes between Dactolisib and DMSO control, or between Dasatinib and DMSO control based on unpaired *t*-test, *p* values adjusted by the Benjamini and Hochberg method. (B) KEGG pathway enrichment analysis of downregulated genes by Dactolisib treatment. (C) Reactome enrichment analysis of downregulated genes by Dactolisib treatment; Table S1. RPPA data normalized in linear values, generated by the RPPA Core Facility; Table S2. Differential RPPA protein levels between MDSC and T cells (unpaired student *t*-test); Table S3. Differential RPPA protein levels between MDSC and PCa cells (unpaired student *t*-test); Table S4. Differential RPPA protein levels between PCa cells and T cells (unpaired student *t*-test); Table S5. Microarray gene expression fold changes and *p* values of Dactolisib vs. control treated MDSCs; Table S6. 

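The Dactolisib table, Table S5, is held here in its leading 1998 of 30342 probe sets, and its log2 fold changes equal the mean of the 2 Dactolisib arrays less the mean of DMSO 2 and DMSO 3 to within 4.88e-06. The lowest adjusted p in this part is 0.00577. The Dasatinib table, Table S6, held in its leading 925 of 30342 probe sets, has a lowest adjusted p of 0.990.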

Microarray gene expression fold changes and *p* values of Dasatinib vs. control treated MDSCs; Table S7. GO term over-representation enrichment result of downregulated gene in Dactolisib treated MDSCs based on microarray data; Table S8. KEGG pathway enrichment result of downregulated gene in Dactolisib treated MDSCs based on microarray data; Table S9. Reactome reactions enrichment result of downregulated gene in Dactolisib treated MDSCs based on microarray data.

## Abbreviations

4E-BP1	eukaryotic translation initiation factor 4E binding protein 1
ARID1A	AT rich interactive domain 1A
ATP	adenosine triphosphate
CD3ε	T-cell surface glycoprotein CD3 epsilon chain
CPPSML	*PB-Cre^+^ Pten^L/L^ p53^L/L^ Smad4^L/L^ mTmG^L/+^ LSL-Luc^L/+^*
CRPC	castration-resistant prostate cancer
Csk	C-terminal Src kinase
CTL	cytotoxic T lymphocyte
CTLA4	cytotoxic-T-lymphocyte-associated protein 4
eIF4G	eukaryotic translation initiation factor 4G
FACS	fluorescence-activated cell sorting
Fyn	tyrosine-protein kinase Fyn
GO	Gene Ontology
Gr-MDSC	granulocytic myeloid-derived suppressor cell
ICB	immune checkpoint blockade
KEGG	Kyoto Encyclopedia of Genes and Genomes
Lck	lymphocyte protein tyrosine kinase
MACS	magnetic-activated cell sorting
MAPK	mitogen-activated protein kinase
mTOR	mechanistic target of rapamycin kinase
mTORC1	mTOR Complex I
NDRG1	N-myc downstream regulated gene 1
PCa	prostate cancer
PD1	programmed cell death 1
PD-L1	programmed cell death 1 ligand 1
PI3K	phosphoinositide-3-kinase
PTM	post-translational modification
RPPA	Reverse Phase Protein Array
S6K1	ribosomal protein S6 kinase
Src	Rous sarcoma oncogene
TAZ	tafazzin
TKi	tyrosine kinase inhibitor
TNF-α	tumor necrosis factor alpha
YAP	yes-associated protein

# Supplementary material for: Differential Targeting of Gr-MDSCs, T Cells and Prostate Cancer Cells by Dactolisib and Dasatinib
**Source:** Int J Mol Sci. 2020 Mar 27;21(7):2337. doi: 10.3390/ijms21072337
**Supplement:** Supplementary file 1

Supplementary Materials

Supplementary Figure S1

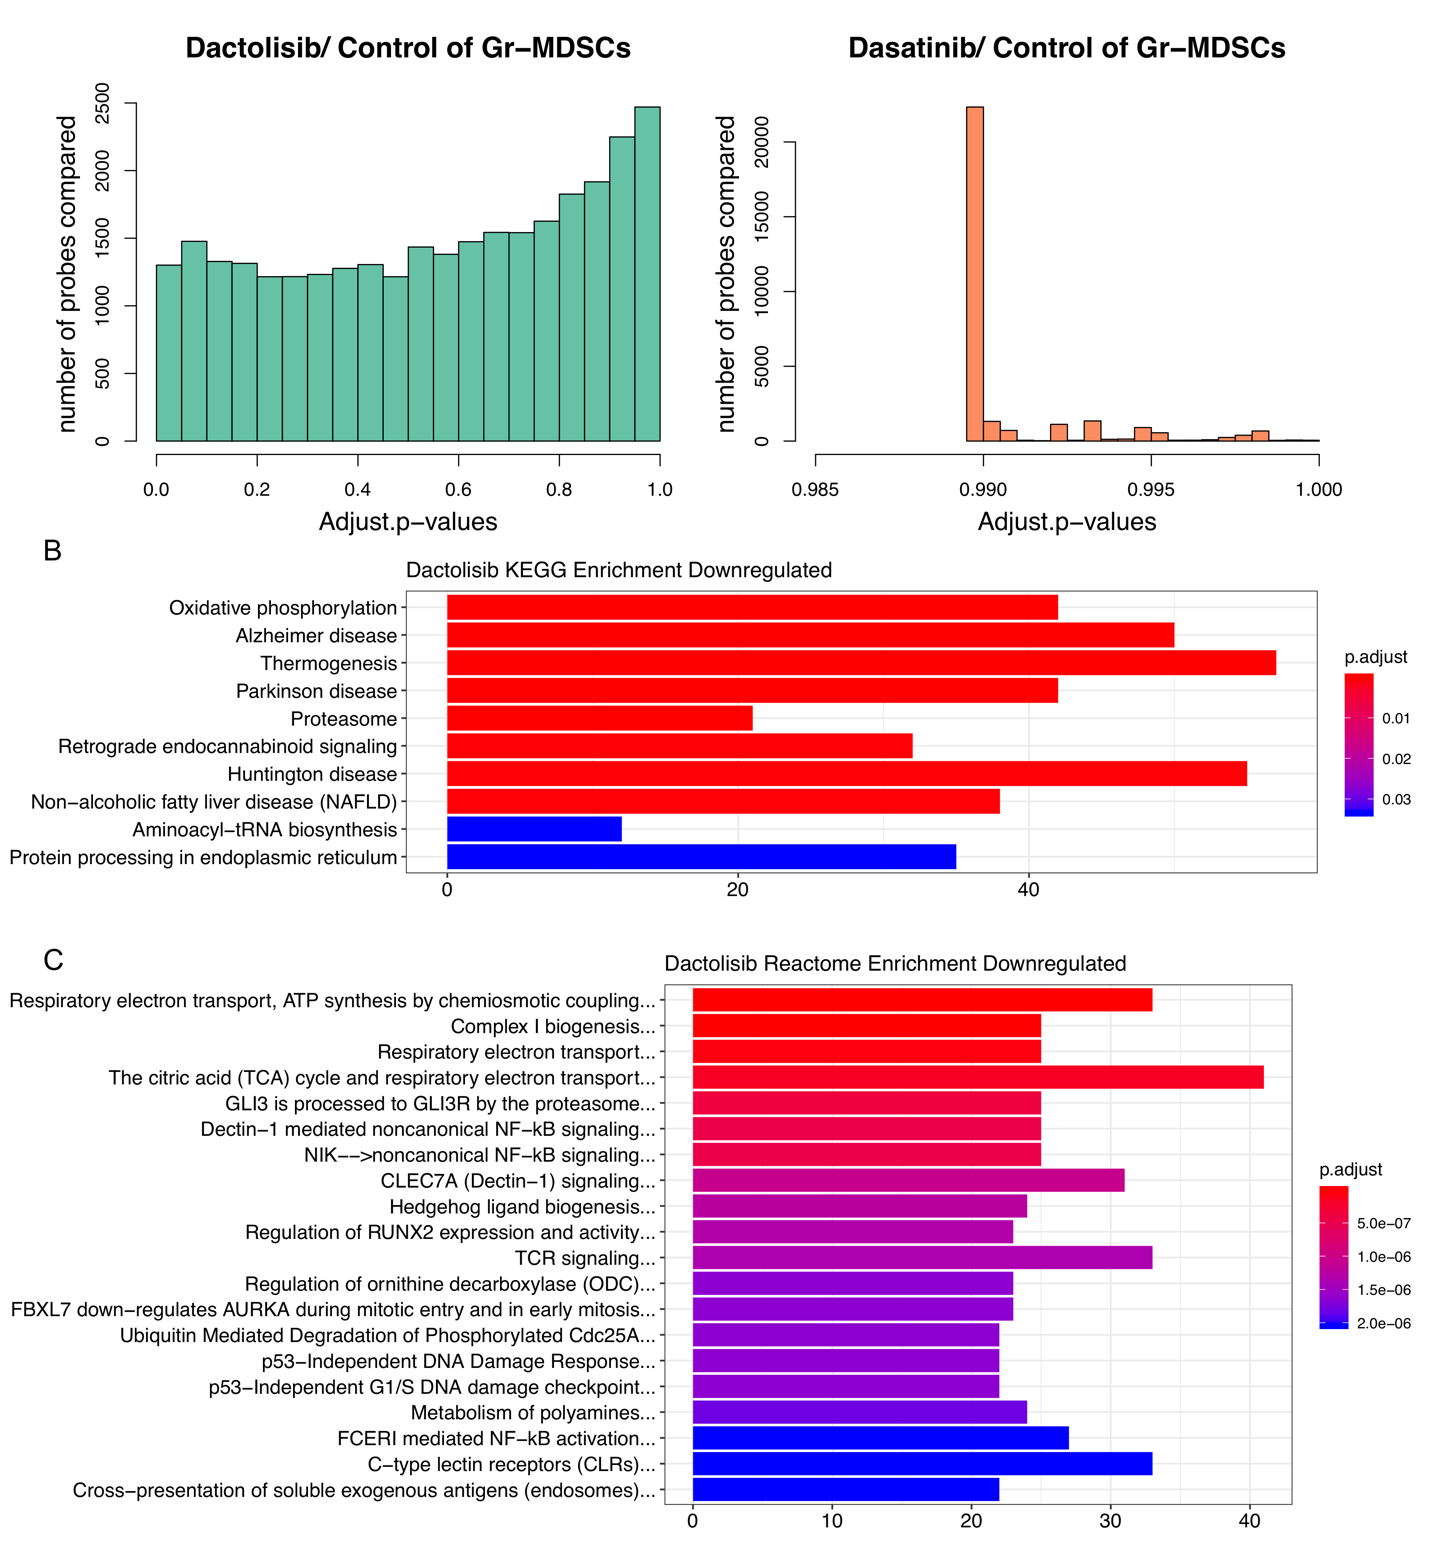

**Figure S1.** Microarray analysis of Gr-MDSCs. **(A)** Adjusted-P value distributions for differentially expressed probes between Dactolisib and DMSO control, or between Dasatinib and DMSO control based on unpaired t-test, P values adjusted by Benjamini and Hochberg method. **(B)**  KEGG pathway enrichment analysis of downregulated genes by Dactolisib treatment. **(C)** Reactome enrichment analysis of downregulated genes by Dactolisib treatment.

**List of Supplementary Tables (Excel spreadsheets):**

**Supplementary Table S1.** RPPA data normalized in linear values, generated by the RPPA Core Facility

**Supplementary Table S2.** Differential RPPA protein levels between MDSC and T cells (unpaired student t test)

**Supplementary Table S3.** Differential RPPA protein levels between MDSC and PCa cells (unpaired student t test)

**Supplementary Table S4.** Differential RPPA protein levels between PCa cells and T cells (unpaired student t test)

**Supplementary Table S5**. Microarray gene expression fold changes and P values of Dactolisib vs. control treated MDSCs

**Supplementary Table S6**. Microarray gene expression fold changes and P values of Dasatinib vs. control treated MDSCs

**Supplementary Table S7.** GO term over-representation enrichment result of downregulated gene in Dactolisib treated MDSCs based on microarray data

**Supplementary Table S8.** KEGG pathway enrichment result of downregulated gene in Dactolisib treated MDSCs based on microarray data

**Supplementary Table S9.** Reactome reactions enrichment result of downregulated gene in Dactolisib treated MDSCs based on microarray data

How the deposited data were processed for this re-analysis (not part of the article)

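RNA from Gr-MDSCs treated with DMSO (4 samples), Dactolisib (2) or Dasatinib (2) was measured on 8 Affymetrix mouse arrays, 1 per sample. The authors deposited 1 table of log2 signals for 45101 probe sets, scaled alike on all arrays: the sorted values of the arrays nearly coincide. The sources differ on the summary method, since the paper names the oligo package and the submitters' notes name MAS5, and the deposited values were used as they are. The labels name Trizol for the extraction and the paper names RNeasy. The treatment was taken from the array titles, since the treatment field of the 2 Dasatinib samples reads Dactolisib. For differential expression the authors name limma and an unpaired t-test.

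Probe sets were joined to genes through a table of the array in the reference folder: 34945 belong to 1 gene, 932 to several and 9160 to none, and 64 of all probe sets are controls. Those with several genes or none were tested as probe sets but left out of gene counts and lists. The 30024 probe sets in the upper 66.7% by mean log2 signal over the 8 arrays were tested, and they cover 14237 genes. For gene lists a gene is represented by its single-gene probe set with the highest mean signal. Gene counts and over-representation count a gene where any of its single-gene probe sets passes. Genes were named in the text by fixed rules: those labeled in the paper's volcano plots, those with the lowest p or the largest change in a comparison, and up to 4 members of a list with the lowest p.

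Each drug was compared with DMSO on the 6 arrays of the 2 groups, and the 2 drugs were compared with each other in a fit of all 8 arrays, with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes, Benjamini and Hochberg adjustment, threshold 0.05). The 3 array sets were found by average linkage on 1 minus the Pearson correlation over all tested probe sets. The lowest Spearman correlation between arrays of a set, across probe sets, was 0.982 and the highest between sets 0.972. Leaving out the 151 marker genes of epithelial, squamous, luminal, fibroblast and endothelial cells did not change the sets. The fit with the set as a block was added after the sets had been seen, and it leaves 2 residual degrees of freedom for a drug against DMSO. A set without an array of the drug adds nothing to the difference. Standard errors are those of limma.

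The 43 gene lists, 12 of them of cell type markers, were written from general knowledge before the data were examined, after the paper's enriched terms and the held parts of its gene tables had been read. Lists with at least 5 measured genes were tested with limma's camera (preset correlation 0.01, and again with an estimated correlation) and fry, which asks only whether a list moves one way, and p-values were adjusted over the lists. The respiratory chain list joins the lists of complexes I to V, and its p is not adjusted. Over-representation used a one-sided Fisher's exact test with all measured genes as background, at the paper's thresholds: p < 0.01 for Dactolisib and p < 0.05 for Dasatinib. These lists stand in for GO, KEGG and Reactome, whose gene sets were not at hand. For the respiratory chain 10000 random lists matched on mean signal were drawn.

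The calculation was tested on simulated data with the spread of these arrays, in 5 draws, each with 100 probe sets changed by log2 1 and 100 by log2 2. Changes of log2 1 under Dactolisib were found in 15.6% of cases without the block, with 0 false calls, and in 99.4% within array sets, with a mean of 24.8 false calls per draw. For Dasatinib the shares were 8.2% and 99.6%, with 21.8 false calls within array sets. Changes of log2 2 were found in 77% and 100% of cases under Dactolisib and in 67.4% and 100% under Dasatinib. When the sets were clusters of noise alone, the block gave a mean of 0.8 calls per draw under Dactolisib, and of 2.67 under Dasatinib over the 3 draws whose clusters allowed that fit.

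Alternatives were quantile normalization, 32 added on the linear scale before log2, no filter, the upper 33.3% only, a trended and robust prior, array weights, the methods' t-test, the mean of a gene's probe sets, other samples in the fit, and each array left out. The replicate number in the labels was tried as a block for the comparison of the drugs only, since a drug and DMSO share 1 number. The pairs that give the paper's fold changes were added as an alternative after those values had been read. The protein array and western blot data of the paper are not part of the deposit and were not used.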

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

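Values were flagged by 2 rules, and the tests of epithelial RNA, of technical causes of the epithelial differences, of the comparison across array sets and of a response to Dasatinib were chosen only after the result was seen. The first rule asks whether 1 DMSO array lies apart from the other 3, in the median of each list. About 1 in 20 groups meets it by chance. It was met by 9 of 44 lists. The lists are not independent, and DMSO 5 and DMSO 3 are each the only DMSO array of their set, so the share by chance does not apply to that count. On DMSO 5, the median less the DMSO mean was 0.16 for mitochondrial ribosomal proteins, -0.26 for FoxO targets, 0.61 for ribosome biogenesis, 0.45 for ATF4 targets and amino acid supply, 0.24 for protein processing in the endoplasmic reticulum, 0.75 for heat shock genes, -0.13 for T and NK cell markers and -0.0841 for B and plasma cell markers. On DMSO 3 it was -1.73 for squamous differentiation genes. The other rule picks a change the paper does not analyze: the within-set median of FoxO targets (0.121) and of lysosomal and autophagy genes (0.0941) under Dactolisib, and of interferon-stimulated genes under Dasatinib (0.453).

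The 8 arrays fall into 3 sets that cross the treatments. RNA of epithelial cells in the isolated fraction is a candidate explanation, although the paper selected the cells with Lympholyte-M and a magnetic MDSC isolation kit, which should remove epithelial cells: the median epithelial marker differed by up to 3.25 between DMSO arrays of different sets, and by 0.0798 between the 2 of set A. The epithelial differences exceed the range of the set means of the 3' minus 5' difference of Gapdh and Actb by 3.20. They exceed that of the hybridization controls by 3.03. No value here ties the size of a shift in these controls to that of an epithelial shift. Yet neither control followed the epithelial markers. DMSO 3 and DMSO 5 had hybridization controls of 9.79 each and 3' minus 5' differences of -0.0101 and -0.0177. S100a8 lay at 13.71 and 13.76 on them. Their epithelial medians less the DMSO mean were -1.48 and 1.77. These values argue against RNA degradation and array hybridization as the cause of the epithelial differences between these arrays. For the other differences between the sets neither could be told apart: the ranges of the set means were 0.0502 and 0.212, against 0.0501 and 0.165 at most within a set. The sets stay the same without 151 marker genes. But 14086 genes stay in, so this does not show a cause other than epithelial RNA. Which mice, tumors or isolations the arrays came from is not stated, so the origin of the sets stays open.

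With the pairs of the paper's tables 138 genes were called higher under Dasatinib, and the pair of Dasatinib 1 is DMSO 2, of another set. A comparison across array sets and a response to Dasatinib could not be told apart as their origin. On Dasatinib 1 the median of the 153 probe sets of these genes was -0.0933 against the DMSO array of its own set. Of these probe sets 55 were higher, the quartiles were -0.37 and 0.15, and this rests on 1 pair of arrays. On Dasatinib 2 the median against its own set was 0.477, and on Dasatinib 1 against DMSO 2, of another set, it was 1.38. Both of these differences are among the values by which the genes were picked, so they decide nothing either. Of the 138 genes 15 are markers of epithelial, squamous or luminal cells (10.9%, against 0.745% of all genes).

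Respiratory chain genes were lower under Dactolisib in both sets. A lower share of epithelial RNA is not excluded. The epithelial median lay 0.272 above the respiratory chain median on Dactolisib 2, against a spread of 0.0582. But 20 of 45 epithelial markers were lower in both sets and 7 higher. Krt8 and Cldn4 lay at 8.09 and 7.90 on Dactolisib 2 and at 8.33 and 8.30 on DMSO 3. They also lay lower on Dactolisib 1 than on DMSO 2 and DMSO 4. A shift of all genes of this signal level is excluded, with 0 of 10000 matched lists as low. RNA degradation could not be told apart: the 3' minus 5' difference rose by 0.0320 and 0.0444, against 0.0275 between DMSO 2 and DMSO 4. The pattern therefore may be technical in part, and separate cultures would be needed to decide.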

How the results depend on the processing

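Results are given first without a block, as planned, then within array sets. The cause of each difference was not tested. Settings that changed no call are not listed, and ranges are over leaving out 1 array at a time.

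Dactolisib against DMSO, without a block. No probe set passed adjusted p < 0.05 under any planned setting or array left out, while the added array set block gave 659 higher and 1260 lower and the added pairs behind the paper's fold changes gave 508 and 1039. Genes higher at an unadjusted limma p under 0.05 numbered 553, and 870 with no filter, 326 with the upper 33.3% only, 1291 with array weights, 1772 with the set block, 1589 with the pairs, and 118 (without Dactolisib 2) to 967 (without DMSO 3). Genes lower at an unadjusted limma p under 0.05 numbered 692, and 1611 with array weights, 2652 with the set block, 2532 with the pairs, and 193 (without Dactolisib 2) to 1462 (without DMSO 5). Genes higher at an unadjusted limma p under 0.01 numbered 92, and 142 with no filter, 389 with array weights, 145 with the methods' t-test, 747 with the set block, 650 with the pairs, and 13 (without Dactolisib 2) to 223 (without DMSO 5). Genes lower at an unadjusted limma p under 0.01 numbered 159, and 95 with the upper 33.3% only, 574 with array weights, 1466 with the set block, 1378 with the pairs, and 25 (without Dactolisib 2) to 493 (without DMSO 5).

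Over-representation under Dactolisib. Among the higher genes 1 list passed, and 0 under quantile normalization, 0 with 32 added before log2, 0 with no filter, 0 with the upper 33.3% only, 0 with a trended and robust prior, 0 with the methods' t-test, 0 with all 8 arrays in one fit, 3 with array weights, 2 with the array set block, 2 with the pairs of the paper's tables, and 0 (without Dactolisib 1) to 1 (without DMSO 3). Among the lower genes 2 lists passed, and 4 with 32 added before log2, 6 with array weights, 12 with the array set block, 11 with the pairs of the paper's tables, and 0 (without Dactolisib 1) to 7 (without DMSO 5).

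Respiratory chain list under Dactolisib. The camera p without a block (1.89e-22) became 0.0997 with an estimated correlation and 0.0574 with fry, and stayed between 3.93e-23 and 3.23e-14 with 1 array left out. Within array sets it became 0.182 with an estimated correlation and stayed between 4.15e-19 and 9.51e-13 with 1 array left out. The median of the list within array sets, -0.24, was -0.25 under quantile normalization and -0.23 with 32 added before log2.

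Dactolisib within array sets. The 659 higher probe sets became 1436 with 32 added before log2, 423 with no filter, 1283 with the upper 33.3% only, 1454 with a trended and robust prior, 371 with all 8 arrays in one fit, and 0 (without Dactolisib 1) to 1008 (without DMSO 2). The 1260 lower became 2483, 810, 2255, 2486 and 716 in the same order, and 0 (without Dactolisib 1) to 1846 (without DMSO 2). Leaving out Dactolisib 2 or DMSO 3 also gave 0: each of these 3 arrays removes one of the 2 comparisons within a set. Of 70 genes called within array sets, none turned, and 218 of 420 calls were lost with 1 array left out.

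Dasatinib against DMSO, without a block. Probe sets higher at adjusted p < 0.05 numbered 0, with 0 (without Dasatinib 1) to 2 (without Dasatinib 2). Genes higher at an unadjusted limma p under 0.05 numbered 44, and 95 with no filter, 15 with the upper 33.3% only, 112 with the methods' t-test, 505 with the set block, 138 with the pairs, and 9 (without DMSO 4) to 295 (without Dasatinib 2). Genes lower at an unadjusted limma p under 0.05 numbered 44, and 113 with no filter, 8 with the upper 33.3% only, 77 with array weights, 166 with the methods' t-test, 554 with the set block, and 8 (without DMSO 4) to 500 (without Dasatinib 2). Genes higher at an unadjusted limma p under 0.01 numbered 3, and 5 with 32 added before log2, 5 with no filter, 0 with the upper 33.3% only, 1 with array weights, 15 with the methods' t-test, 64 with the array set block, 11 with the pairs of the paper's tables, and 0 (without DMSO 2) to 64 (without DMSO 3). Genes lower at an unadjusted limma p under 0.01 numbered 0, and 1 with 32 added before log2, 2 with no filter, 14 with the methods' t-test, 1 with all 8 arrays in one fit, 89 with the array set block, and 0 (without DMSO 2) to 41 (without Dasatinib 2).

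Over-representation under Dasatinib. Among the higher genes 1 list passed, and 0 with 32 added before log2, 0 with the upper 33.3% only, 0 with the methods' t-test, 0 with all 8 arrays in one fit, 2 with the pairs of the paper's tables, and 0 (without Dasatinib 1) to 2 (without Dasatinib 2). Among the lower genes 0 lists passed, and 1 with array weights, 5 with the array set block, 1 with the pairs of the paper's tables, and 0 (without Dasatinib 1) to 3 (without Dasatinib 2).

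Dasatinib, lists and genes. The camera p of the respiratory chain list without a block (0.0445, lower) became 0.674 with an estimated correlation, 0.771 with fry, 0.0641 with no filter and 0.0766 with a trended and robust prior. The list turned higher with the pairs of the paper's tables (0.00443), without Dasatinib 2 (0.00168) and without DMSO 5 (0.0372), and also with array weights, without passing (0.527, median 0.03). Leaving out 1 array gave 2.36e-12 (without Dasatinib 1) to 0.0372. Within array sets it became 0.236 with an estimated correlation and 0.144 with fry. Within array sets 0 probe sets passed, with 0 (without Dasatinib 1) to 435 higher and 0 (without Dasatinib 1) to 329 lower (without Dasatinib 2). The log2 fold change of Krt14 without a block turned to 0.12 with array weights and 0.99 with the pairs, and ran from -1.29 (without Dasatinib 1) to 1.02 (without Dasatinib 2). Within array sets it ran from -1.46 (without Dasatinib 2) to 0.98 (without Dasatinib 1). Krt16 ran from -1.79 (without Dasatinib 1) to 1.92 (without Dasatinib 2), and within array sets from -0.39 (without Dasatinib 2) to 1.06 (without Dasatinib 1). Col3a1 ran from -3.29 (without Dasatinib 1) to 0.15 (without Dasatinib 2), and Bgn from -2.04 to 0.45 in the same way. Under Dactolisib, Tspyl3, on one of its probe sets, ran from -0.66 (without DMSO 5) to 0.0152 (without Dactolisib 1).

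Dactolisib against Dasatinib. Probe sets lower at adjusted p < 0.05 without a block numbered 0, with 0 (without Dactolisib 1) to 4 (without Dasatinib 2). Genes higher at an unadjusted limma p under 0.05 numbered 299, and 522 with no filter, 160 with the upper 33.3% only, 137 with the 4 drug arrays only, 1040 with the array set block, and 76 (without Dasatinib 1) to 1369 (without Dasatinib 2). Genes lower in limma numbered 471, and 232 with the 4 drug arrays only, 1826 with the array set block, and 141 (without Dasatinib 1) to 1727 (without Dasatinib 2). The replicate number as a block gave 243 and 649 genes and 0 probe sets at adjusted p < 0.05, and a camera p of 6.64e-18 for the respiratory chain list. Without a block the camera p of that list (2.00e-16) became 0.129 with an estimated correlation and 0.124 with fry. Within array sets (5.01e-11) it became 0.213 with an estimated correlation, and ran from 4.90e-15 (without Dasatinib 1) to 0.0509 (without Dasatinib 2). Within array sets 0 probe sets passed, and 75 higher and 165 lower with 32 added before log2, 58 and 147 with the upper 33.3% only, 77 and 204 with a trended and robust prior, and 0 (without Dactolisib 1) to 408 higher and 0 (without Dactolisib 1) to 710 lower (without Dasatinib 2).

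Over-representation on genes at adjusted p < 0.05 was not run without a block, since 0 genes pass, and the fit of the 4 drug arrays alone was not run within array sets, since no residual degrees of freedom remain. With 2 arrays per drug, and 1 drug array per set, each within-set difference rests on single arrays. In simulation the block gave 24.8 false calls per draw under Dactolisib, beside 100 changed probe sets at each of 2 sizes, so the number of calls within array sets is less sure than their adjusted p states.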

Differences from the paper's values

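Counts of genes under Dactolisib. The paper states 1733 genes higher and 2663 lower at p < 0.05, and 676 and 1414 at p < 0.01. Limma on all 6 arrays without a block gave 553, 692, 92 and 159. Of the alternatives chosen in advance array weights in limma came nearest but closed no gap, with 1291 higher at the first threshold, below the 1733 stated. Quantile normalization, 32 added before log2, both other filters, the trended and robust prior, the methods' t-test, the fit of all 8 arrays and each array left out did not close any gap either. The array set block, chosen after the data were seen, gave 1772, 2652, 747 and 1466, and the pairs of the paper's tables, chosen after seeing the paper's values, gave 1589, 2532, 650 and 1378. Of 1940 probe sets called in the held part of the table and tested here, the fit without a block dropped 954, the set block 26 and the pairs 0.

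Counts of genes under Dasatinib. The paper states 154 genes higher at p < 0.05, and 11 higher and 12 lower at p < 0.01, and the fit without a block gave 44, 3 and 0. The 12 is not in the paper's own table, whose held part is ordered by p, reaches p = 0.0908 and has 1 gene lower at p < 0.01. Of the alternatives chosen in advance the methods' t-test came nearest to the first 2 counts (112 and 15) but met neither, and the others closed no gap. It gave 14 lower at that threshold, near the 12 of the text but not the 1 of the table. The t-test also opened another gap: the paper states 46 genes lower at p < 0.05, and the t-test gave 166, where the fit without a block gave 44. The pairs of the paper's tables, chosen after seeing its values, gave 138, 11 and 0, and dropped 0 of the 196 called probe sets tested here. The set block, also chosen after seeing values, gave 505, 64 and 89 and dropped 134, and the fit without a block dropped 186.

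Fold changes of genes labeled for Dactolisib. Of 17 genes labeled for Dactolisib 1 differs: Tspyl3, -1.10 in the paper's table and -0.53 here. Leaving out Dactolisib 2 (-0.69) or DMSO 5 (-0.92) narrowed this gap to within the error. Leaving out Dactolisib 1 (-0.36) or DMSO 4 (-0.52) did not narrow it, and only the wider error covers it. Quantile normalization, 32 added before log2, no filter, the trended and robust prior, array weights, the fit of all 8 arrays and leaving out DMSO 2 or DMSO 3 left it open, its probe set is not among the upper 33.3%, and the methods' t-test was not run on fold changes. Across all 17 genes the count that differs was 10 with 32 added before log2, 6 without DMSO 3, 5 without Dactolisib 1, 4 with array weights, 4 without DMSO 2 and 2 without Dactolisib 2.

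Fold changes of genes labeled for Dasatinib. Of 10 labeled for Dasatinib 2 differ: Gja1, 1.11 in the paper's table and -0.12 here, and Dsp, 1.25 and -0.0731. Both differ by sign only, since their errors without a block (1.56 and 1.71) exceed the gaps. Leaving out Dasatinib 2 (1.68 and 2.01) or DMSO 5 (0.65 and 0.72) gave both the sign of the table. Leaving out DMSO 2 (0.0363) or DMSO 4 (0.0186) turned the sign of Dsp with a value near 0, which does not bring it near the table. The other alternatives run on fold changes closed neither. Across all 10 genes the count that differs was 9 without DMSO 3 and 7 with 32 added before log2 or without Dasatinib 1, and 0 without Dasatinib 2 or DMSO 5. Within array sets, where the errors are smaller, 10 of the 10 genes labeled for Dasatinib and 0 of the 17 labeled for Dactolisib differ. The pairs of the paper's tables, chosen after seeing its values, closed all 3 gaps, and the set block, chosen after the data were seen, closed that of Tspyl3 but not those of Gja1 (0.12) and Dsp (0.23).

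Columns of the paper's tables. The log2 fold changes equal the mean of the 2 drug arrays less that of DMSO 2 and DMSO 3, to within 4.88e-06 for Dactolisib and 4.96e-06 for Dasatinib, and the mean expression equals that of 6 deposited arrays to within 4.97e-05 and 4.59e-05. The standard error column is not the fold change over t: the median ratio is 1.76 (0.102 to 27.1) for Dactolisib and 0.858 (0.0370 to 13.1) for Dasatinib.

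Statements. The paper reports no enrichment among genes higher under Dactolisib and among genes changed under Dasatinib. With the fixed lists used here FoxO targets passed among the higher genes under Dactolisib and interferon-stimulated genes among those higher under Dasatinib, without a block; GO, KEGG and Reactome were not tested. The text gives 12 genes lower under Dasatinib at the stricter threshold, and its table, held complete there, has 1.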

Other observations

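Granulocyte markers and genes of neutrophil function were in part lower under Dactolisib (n = 2, against 3 DMSO arrays), with 5 of 28 falling within array sets. Pglyrp1, a granule protein that binds peptidoglycan, fell by 0.77 ± 0.08 (SE; limma adjusted p = 0.00941), and Cxcr2, the receptor by which neutrophils follow CXC chemokines, by 0.55 ± 0.12 (0.0437). The median of the list was -0.11 (camera adjusted p = 0.00689, and adjusted p = 0.501 with an estimated correlation). Gfi1, a transcription factor of granulocyte development, rose by 0.72 ± 0.10, and Dusp6, a phosphatase that restrains ERK, fell by 0.82 ± 0.09. Of 43 cytosolic ribosomal proteins 0 passed in limma within array sets, with 1 higher and 1 lower at an unadjusted p under 0.05 and a median of 0.04 (camera adjusted p = 0.07).

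Of 24 heat shock genes 5 fell and 0 rose within array sets under Dactolisib (median -0.14, camera adjusted p = 0.00291, and adjusted p = 0.501 with an estimated correlation), and 21 of the 24 were lower in both own-set comparisons. Of 56 genes of ribosome biogenesis 6 fell and 1 rose (median -0.11, adjusted p = 0.00624, and adjusted p = 0.501 with an estimated correlation). Of 33 inflammatory genes 4 rose and 1 fell, such as Relb, of the NF-kB family, by 0.51 ± 0.09, with a median of 0.06 (adjusted p = 0.07). Of 31 genes of the PI3K, Akt and mTOR pathway 3 rose and 3 fell (adjusted p = 0.713), among them Tsc1, an inhibitor of mTOR, up by 0.47 ± 0.09.

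Epithelial markers had a median of -0.87 under Dactolisib without the block and -0.04 within array sets. Less the DMSO mean, the epithelial median was 1.77 on DMSO 5 and -1.48 on DMSO 3.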
